# B cells maintain the homeostasis of splenic marginal zone antigen-presenting cells to promote the antiviral CD8^+^ T-cell response

**DOI:** 10.1038/s41423-026-01392-0

**Published:** 2026-02-24

**Authors:** Xinyuan Liu, Filiz Demircik, Mariia Antipova, Emmanouil Stylianakis, Matthias Klein, David Bejarano, Abdelrahman Elwy, Anna Ebering, Michaela Blanfeld, Katlynn Carter, Lisa Johann, David C. Uhlfelder, Elisa Blickberndt, Yao Chen, Hans Christian Probst, Nadine Hövelmeyer, Tobias Bopp, Ramon Arens, Lukas Bunse, Joke M. M. den Haan, Jennifer L. Gommerman, Esther von Stebut, Björn E. Clausen, Andreas Schlitzer, Karl S. Lang, Bing Su, Ronald A. Backer, Niels A. Lemmermann, Ari Waisman

**Keywords:** B cells, splenic marginal zone antigen-presenting cells, anti-viral CD8^+^ T-cell response, Infection, Antigen processing and presentation

## Abstract

Natural killer and CD8^+^ T cells are critical in the elimination of blood-borne viruses such as cytomegalovirus (CMV); however, the role of B cells in this process is less clear. Here, using a murine CMV (MCMV) infection model, we demonstrated that B-cell-deficient mice mounted a weaker primary virus-specific CD8^+^ T-cell response than their wild-type counterparts did, which was associated with increased viral transcription. Notably, we found that the contribution of B cells to the CD8^+^ T-cell-mediated antiviral response was not associated with their ability to generate antibodies but with their ability to sustain Langerin^+^ type 1 conventional dendritic cells (cDC1s), a dendritic cell (DC) subset known for being involved in viral and bacterial clearance in the marginal zone of the spleen. Furthermore, we found that the presence of Langerin^+^ cDC1s is dependent on B cells expressing lymphotoxin (LTβ) to maintain CD169^+^ marginal metallophilic macrophages (MMMs). We further discovered, via ligand‒receptor interaction analyses, that the communication between MMMs and Langerin^+^ cDC1s was mediated via the VCAM1–ITGA4/ITGB1 interaction. Thus, our data reveal that B cells regulate the development of MMMs in the spleen via LTβ expression and consequently sustain Langerin^+^ cDC1 homeostasis for effective initiation of an antiviral CD8^+^ T-cell response. Overall, our study offers a new perspective on how B cells maintain the homeostasis of antigen-presenting cells in the splenic marginal zone and thus indirectly affect the virus-specific CD8^+^ T-cell response, which could be extended to other infectious and autoimmune diseases as well as tumors.

## Introduction

Cytomegalovirus (CMV), which belongs to the β subfamily of herpesviruses, establishes lifelong latent infection in humans [1]. Because CMV is strictly species specific, murine CMV (MCMV) serves as a well-established animal model for human CMV (HCMV) pathogenesis and immune control [2, 3]. Although HCMV does not typically cause symptomatic disease in immunocompetent individuals, it is often reactivated in immunocompromised bone marrow (BM) transplant recipients, causing severe disease [4, 5]. In these patients, the clearance of CMV infection relies on the efficient reconstitution of the CD8^+^ T-cell repertoire [6, 7]. Similarly, in immunocompromised mice, the transfer of MCMV-specific CD8^+^ T cells plays a protective role [3, 8, 9]. In contrast to that of T cells, the significance of B cells during acute CMV infection is less clear [10].

B cells play an important role in the development of the architecture of the spleen, particularly in the maintenance of the marginal zone (MZ) [11]. The splenic MZ is a distinctive and specialized structure located at the interface between the lymphoid white pulp and the scavenged red pulp of the spleen. Upon entry into the body, blood-borne viruses such as CMV first interact with immune cells in the splenic MZ. Here, the interplay between innate and adaptive immune mechanisms ensures an early and efficient response to pathogen-associated antigens [12, 13]. The splenic MZ plays an important role in the immune response to blood-borne viral infections because it is enriched with antigen-presenting cells (APCs), including CD169^+^ marginal metallophilic macrophages (MMMs), SIGN-R1^+^ MZ macrophages (MZMs) and conventional dendritic cells (cDCs). Collectively, these cells capture antigens from the circulation and process them for clearance or presentation to cells of the adaptive immune response [14–16]. CD169^+^ macrophages are reported to be the primary targets of viral infection [17–20]. CD169, expressed on the surface of MMMs, is involved in cell‒cell contact and transfers viral antigens to CD8^+^ cDC1s, which in turn prime the antiviral CD8^+^ T-cell response [21]. MMMs also promote viral replication, which can actually increase the delivery of viral antigens to T and B cells and strengthen the antiviral immune response [22, 23]. cDCs are commonly classified into type 1 and type 2 lineages (cDC1s and cDC2s, respectively) [24], which can be further subdivided into several unique cDC subsets with various immune-modulatory roles [25–29]. One of these subsets is Langerin^+^ cDC1s, which are professional cross-presenting subgroups of CD8^+^ cDC1s that express high levels of DEC205, Clec9a, and CD36 and can assimilate circulating apoptotic cell-associated antigens [30]. In addition, upon systemic stimulation, Langerin^+^ cDC1s produce large amounts of IL-12, a cytokine that is important for the clearance of viral and bacterial infections [31, 32]. However, our understanding of whether MMMs and Langerin^+^ cDC1s can modulate primary antiviral CD8^+^ T-cell responses is limited. Moreover, the relationships among B cells, MMMs, and Langerin^+^ cDC1s are unclear.

Here, we demonstrated that B cells are indirectly required for the effective initiation of the antiviral CD8^+^ T-cell response, mainly because the absence of B cells leads to a reduction in Langerin^+^XCR1^+^ cDC1s, which are essential for the priming of a robust MCMV-specific CD8^+^ T-cell response. Moreover, we found that B cells are required to maintain MMMs first by expressing lymphotoxin β (LTβ), which in turn maintains the homeostasis of Langerin^+^XCR1^+^ cDC1s in the splenic MZ. By unbiased ligand‒receptor network analysis, we identified the VCAM1–ITGA4/ITGB1–mediated interaction between MMMs and Langerin⁺ cDC1s. Taken together, these results provide a mechanistic explanation for how B cells regulate the primary MCMV-specific CD8^+^ T-cell response, which may be applicable to other disease models.

## Results

### B cells enhance primary CD8^+^ T-cell responses to MCMV infection

To explore the role of B cells in the primary CD8^+^ T-cell response, we first infected control and B-cell-deficient J_H_T mice with MCMV. After seven days, we isolated splenocytes from the infected mice and stimulated them with previously reported antigenic MCMV peptides in vitro [33]. The activation of CD8^+^ T cells was assessed by measuring their capacity to produce IFN-γ. Compared with infected control mice, MCMV-infected J_H_T mice presented markedly lower frequencies of IFN-γ-producing CD8^+^ T cells (Fig. 1A). To determine whether the decrease in the primary CD8^+^ T-cell response in J_H_T mice was due to a lack of antibodies, we also infected IgMi mice with MCMV. IgMi mice harbor a polyclonal population of B cells but are not able to class switch or produce secreted antibodies [34]. We found that the percentage of IFN-γ-producing CD8^+^ T cells in the IgMi mice was similar to that in the controls (Fig. 1A). To directly examine the role of immunoglobulins in the acute MCMV-specific CD8^+^ T-cell response, we treated J_H_T mice with normal mouse serum (NMS) or mouse serum from MCMV-infected wild-type (WT) mice (IMS). In agreement with the results of the IgMi infection experiment, the transfer of serum from infected WT mice did not restore the virus-specific CD8^+^ T-cell response during acute MCMV infection (Fig. 1B). Together, these data indicate that secreted antibodies do not play a role in the primary anti-CMV CD8^+^ T-cell response. Next, we assessed whether the reduction in virus-specific activated CD8^+^ T cells affected viral replication. To this end, we isolated the lymph nodes (LNs) of MCMV-infected control and J_H_T mice and quantified viral transcription. Indeed, the weakened virus-specific CD8^+^ T-cell response in the J_H_T mice was accompanied by increased MCMV transcription (Fig. S1A). These findings suggest that early MCMV control is less effective in B-cell-deficient mice than in control mice.

**Fig. 1:**
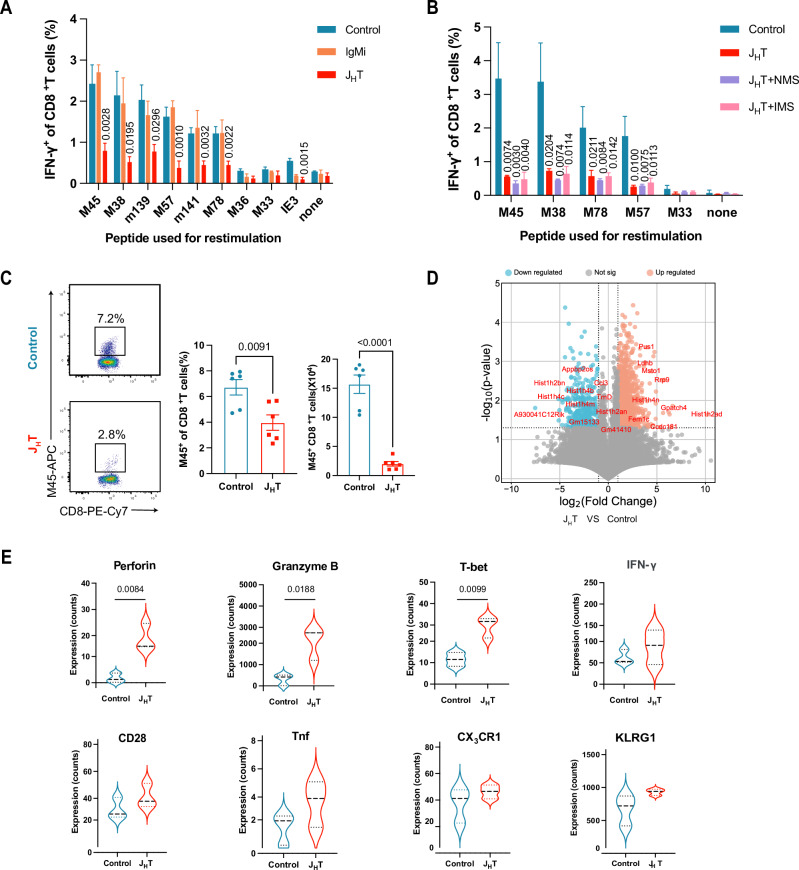
B-cell deficiency attenuates the primary CD8^+^ T-cell response to MCMV infection. **A** Frequency of IFN-γ-producing CD8^+^ T cells in the spleen after stimulation with MCMV peptides at 7 days post-infection in control, J_H_T, or IgMi mice (*n* = 3–12). **B** Frequencies of IFN-γ-producing CD8^+^ T cells in the spleens of MCMV-infected J_H_T and control mice after stimulation with MCMV peptides. Two of the conditions involved treating J_H_T mice with normal mouse serum (NMS) or infected mouse serum (IMS) before MCMV infection (*n* = 3–4). **C** Representative flow cytometry dot plots of MCMV-M45 tetramer^+^CD8^+^ T cells in the spleens of MCMV-infected control and J_H_T mice at 7 days post-infection. The bar graphs show the frequencies (left) and absolute numbers (right) of MCMV-M45 tetramer^+^CD8^+^  T cells in each group (*n* = 6). **D** Volcano plots depicting differentially expressed genes (DEGs) in the splenic MCMV-M45 tetramer^+^CD8^+^ T cells of MCMV-infected J_H_T versus MCMV-infected control mice (P value versus log2-fold change). The top 10 upregulated and downregulated DEGs are labeled. Genes with an adjusted *P* value < 0.05 and log2 (fold change) > 1 or < -1 were considered significantly differentially expressed. **E** Violin plots showing the expression of selected genes associated with the antiviral activity of T cells in splenic MCMV-M45 tetramer^+^CD8^+^ T cells. The data are presented as the means ± SEMs and are representative of two (1A, 1B) independent experiments or pooled from two (1 C) independent experiments. Bulk RNA sequencing data were obtained from three control and three J_H_T mice. Statistical analysis: one-way ANOVA, Fig. 1A, 1B. Student’s *t*-test, Fig. 1C

To determine whether the transfer of B cells would restore the magnitude of the primary CD8^+^ T-cell response in B-cell-deficient mice, we reconstituted J_H_T mice with magnetically sorted splenic WT B cells, as previously described [35]. One week after transfer, the mice were infected with MCMV, and the virus-specific CD8^+^ T-cell response was analyzed at 7 days post-infection (Fig. S1B). Notably, adoptive B-cell transfer partially restored the primary CD8^+^ T-cell response of the J_H_T mice (Fig. S1C). To investigate whether the inability of CD8^+^ T cells to respond to MCMV antigens was due to a defect caused by the constitutive lack of B cells from birth, we used our previously published iDTR mice [36] crossed with CD19-Cre [37] and treated them with diphtheria toxin (DT) to ablate B cells. Indeed, inducible depletion of B cells resulted in a dramatically reduced CD8^+^ T-cell response to MCMV antigens upon infection with the virus (Fig. S1, D, E). Together, these findings indicate that the attenuation of the MCMV-specific CD8^+^ T-cell response correlates with the absence of B cells in these mice.

Next, we investigated how a lack of B cells affects virus-specific CD8^+^ T cells in ways other than reducing their IFN-γ production. To this end, we first analyzed CD8^+^ T-cell frequencies in J_H_T mice at steady state and after MCMV infection. We found that the frequency and number of CD8^+^ T cells were comparable in the spleens of J_H_T and control mice at steady state and after MCMV infection (Fig. S1F, G). We subsequently characterized CD8^+^ T cells recognizing the MCMV immunodominant M45 peptide via MHC tetramers in MCMV-infected control and J_H_T mice. Consistent with the reduction in the number of IFN-γ-producing MCMV-specific CD8^+^ T cells, fewer M45 tetramer-positive CD8^+^ T cells were observed in the J_H_T than in the control mice (Fig. 1C). To determine the molecular pathways implicated in the defective CD8^+^ T-cell response during MCMV infection, we sorted equal numbers of these antigen-specific CD8^+^ T cells from each group of mice and subjected them to bulk RNA sequencing. We identified 1,018 genes that were differentially expressed between M45-specific CD8^+^ T cells isolated from J_H_T and control mice (Fig. 1D). Nevertheless, the expression of genes encoding molecules associated with antiviral activity, such as CD28, killer cell lectin-like receptor subfamily G member 1 (KLRG1), perforin, granzyme B, TNF, CX_3_CR1, and IFN-γ, was similar to or even increased in the MCMV-specific CD8^+^ cells of J_H_T mice compared with those of control mice (Fig. 1E). This result indicates that CD8^+^ T cells in J_H_T mice can become fully efficient effector CD8^+^ T cells after recognition of their cognate MCMV antigen. Thus, these results collectively show that the reduction in the magnitude of the primary CD8^+^ T-cell response in J_H_T mice was not due to changes in the effector function of the CD8^+^ T cells themselves. Instead, the increased expression of effector molecules such as perforin and granzyme B by the virus-specific CD8^+^ T cells of the J_H_T mice may be attributed to the increased viral load and the reduced number of virus-specific CD8^+^ T cells. In such a context, existing CD8^+^ T cells may increase their effector functions as a compensatory mechanism.

### Loss of B cells attenuates CD8^+^ T-cell priming after viral infection

Changes in the function of APCs can impact the virus-specific primary CD8^+^ T-cell response. To assess whether altered APC function was responsible for the reduction in the number of MCMV-specific CD8^+^ T cells in the J_H_T mice, we adoptively transferred Trace-Violet-labeled CD8^+^CD45.1^+^ T cells isolated from OVA-specific TCR-transgenic OT-I mice into CD45.2^+^ J_H_T or control recipients. One day later, the mice were infected with recombinant MCMV encoding an immunodominant OVA peptide (MCMV-SIINFEKL) [38]. At 3 days post-infection, we isolated splenocytes and analyzed the proliferation of OT-I T cells expressing the Vα2Vβ5 OVA-specific TCR (Fig. S2A). Compared with uninfected control animals, infected control animals displayed strong OT-I CD8^+^ T-cell expansion, whereas transferred OT-I CD8^+^ T cells in J_H_T mice proliferated significantly less (Fig. 2A). In addition, the proportion and number of CD62L^−^CD44^+^ effector CD8^+^ T cells were significantly lower among OT-I T cells transferred into J_H_T mice than among those transferred into control mice (Fig. 2B). These results suggest that CD8^+^ T cells cannot be properly primed in J_H_T mice, possibly because of a deficiency of functional APCs in these animals.

**Fig. 2:**
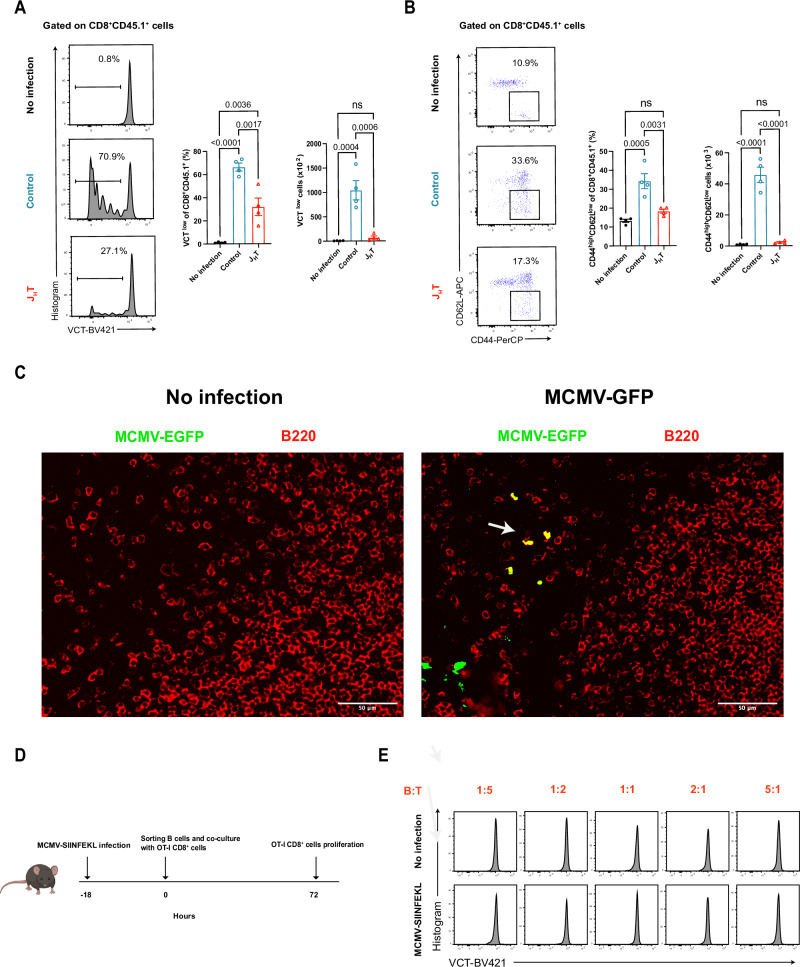
The absence of B cells impairs CD8^+^ T-cell priming after viral infection. **A** Proliferation of adoptively intravenously transferred OVA-specific transgenic OTI CD45.1^+^CD8^+^ T cells at 3 days after the induction of MCMV-SIINFEKL infection. The bar graphs show the frequencies (left) and absolute numbers (right) of proliferating OTI CD45.1^+^CD8^+^ T cells in each group (*n* = 4). **B** Flow cytometry dot plot showing CD62L^-^CD44^+^ effector OTI CD45.1^+^CD8^+^ T cells at 3 days after the induction of MCMV-SIINFEKL infection. The bar graphs indicate the frequencies (left) and absolute numbers (right) of CD62L^-^CD44^+^ effector OTI CD45.1^+^CD8^+^ T cells in each group (*n* = 4). **C** Immunofluorescence images of B220 and MCMV-EGFP in the spleens of WT mice, 48 hours after MCMV-EGFP infection, with uninfected WT mice serving as controls (scale bar, 50 µm; *n* = 4). **D** Schematic diagram outlining the coculture of OVA-specific transgenic OTI CD8^+^ T cells with B cells isolated from MCMV-SIINFEKL-infected WT mice. **E** Flow cytometry histograms showing the proliferation of OVA-specific transgenic OTI CD8^+^ T cells cocultured with B cells isolated from uninfected or MCMV-SIINFEKL-infected WT mice (*n* = 5). The data are presented as the means ± SEMs and are representative of two independent experiments. Statistical analysis: one-way ANOVA, Fig. 2A, 2B

B cells express both MHC class I and II molecules and can interact with T cells directly [39, 40]. Thus, B cells can potentially act as APCs during the initiation of the MCMV CD8^+^ T-cell response. To evaluate whether B cells are able to take up antigens after MCMV infection and thus act as direct APCs, we infected WT mice with recombinant MCMV expressing EGFP (MCMV-EGFP) [41]. Forty-eight hours later, splenic histology revealed the colocalization of B cells and MCMV-EGFP signals (Fig. 2C). Flow cytometry data also revealed EGFP expression in B cells after MCMV-EGFP infection, suggesting viral entry and immediate early gene expression (Fig. S2B). To investigate the ability of B cells to prime CD8^+^ T cells, we purified B cells from MCMV-SIINFEKL-infected WT mice and cultured them with OT-I T cells (Fig. 2D). We observed that the B cells isolated from these mice did not induce OT-I CD8^+^ T-cell proliferation, suggesting that they were not the major APC type presenting antigens to CD8^+^ T cells after MCMV infection (Fig. 2E). Together, these data prove that although the defective CD8^+^ T-cell priming observed in the J_H_T mice was due to the lack of B cells, it did not rely on their ability to act as APCs to directly induce MCMV-specific CD8^+^ T-cell responses.

### B-cell deficiency affects the T-cell priming capacity of XCR1^+^CD8^+^ cDC1s

Having excluded the possibility that B cells act as APCs to prime MCMV-specific CD8^+^ T cells directly, we presumed that the absence of B cells might affect other APCs central to this process, such as DCs. To this end, we first investigated whether the absence of B cells could change the ability of cDC1s to present MCMV Ags obtained in vivo. We infected control and J_H_T mice with MCMV-SIINFEKL, purified XCR1^+^CD8^+^ cDC1s from the spleen after 18 hours, and cocultured them with CD8^+^ T cells from OT-I mice for 3 days at various ratios (Fig. S3A). We found that coculturing OT-I CD8^+^ T cells with XCR1^+^CD8^+^ cDC1s isolated from infected J_H_T but not control mice significantly reduced their proliferation (Fig. 3A). To further confirm that B-cell deficiency affects the APC function of CD8^+^ cDC1s, we isolated XCR1^+^ cDC1s from the spleens of naïve J_H_T and control mice and incubated them with OVA protein. After 1 h, the XCR1^+^ cDC1s were washed and cocultured with OT-I CD8^+^ T cells. After 3 days, XCR1^+^ cDC1s from J_H_T mice expanded OT-I CD8^+^ T cells significantly less than those from control mice did (Figs. 3B and S3B), demonstrating their inferior antigen-presenting capacity. In addition, the expression of the costimulatory molecules CD40, CD80, and CD86 was significantly lower in the splenic cDC1s of J_H_T mice than in those of control mice, which was consistent with impaired antigen-presenting function (Fig. S3C).

**Fig. 3:**
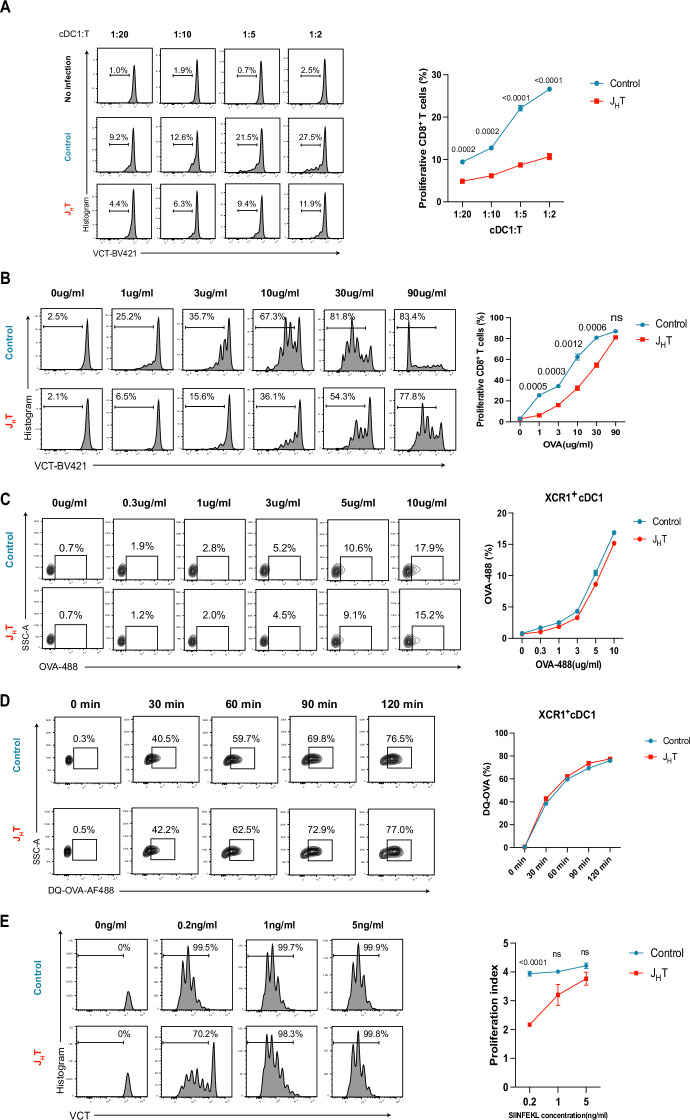
B cells support the CD8^+^ T-cell-priming function of XCR1^+^CD8^+^ cDC1s. **A** Proliferation of OVA-specific transgenic OTI CD8^+^ T cells cocultured at various ratios with cDC1s isolated from uninfected or MCMV-SIINFEKL-infected control and J_H_T mice. The line graph shows the frequencies of proliferating OTI CD8^+^ T cells (*n* = 5). **B** Proliferation of OVA-specific transgenic OTI CD8^+^ T cells cocultured with cDC1s isolated from control or J_H_T mice and pulsed with different concentrations of OVA protein. The line graph indicates the frequencies of proliferating OTI CD8  T cells (*n* = 5). **C** Flow cytometry plots showing the frequencies of OVA-488^+^XCR1^+^ cDC1s at each incubated concentration of OVA-488. Briefly, cDC1s isolated from control or J_H_T mice were incubated with increasing concentrations of Alexa-Fluor-488-labeled OVA for 30 minutes at 37 °C and 5% CO_2_. The line graph shows the frequencies of OVA-488^+^XCR1^+^ cDC1s in each group (*n* = 4). **D** Representative flow cytometry plots of DQ-OVA^+^XCR1^+^ cDC1s exposed to DQ-OVA for different durations. Briefly, cDC1s isolated from control or J_H_T mice were incubated with 10 μg/ml DQ-OVA for 0, 30, 60, 90, or 120 minutes at 37 °C and 5% CO_2_. Line graph indicating the frequencies of DQ-OVA^+^XCR1^+^ cDC1s in each group (*n* = 4). **E** Proliferation of OTI CD8^+^ T cells cocultured with cDC1s isolated from control or J_H_T mice and pulsed with the SIINFEKL peptide. The line graph indicates the proliferation index of OTI CD8^+^ T cells (*n* = 6). Data are presented as the mean ± SEM and are representative of two (3A-3E) independent experiments. Statistical analysis: Student’s *t* test, Fig. 3A–E

To better understand how the antigen-presenting function of XCR1^+^ cDC1s was altered in J_H_T, we evaluated their uptake of OVA conjugated to Alexa Fluor 488 in vitro. We observed similar levels of fluorescence in the XCR1^+^ cDC1s of J_H_T and control mice, indicating that both exhibited similar antigen uptake patterns (Fig. 3C). To determine whether the XCR1^+^ cDC1s of J_H_T mice presented any antigen processing defects, which may have hampered MHC class I-mediated antigen presentation, we incubated XCR1^+^ cDC1s with OVA conjugated to pH-insensitive BODIPY FL dye (DQ-OVA). After proteolytic degradation, the processed elements of DQ-OVA emit fluorescence, which can be analyzed by flow cytometry. We did not detect any differences in fluorescence between the groups, indicating that the splenic XCR1^+^ cDC1s of J_H_T and control mice were equally capable of processing phagocytosed DQ-OVA (Fig. 3D). Together, these data suggest that the cDC1s of B-cell-deficient mice acquire and process antigens similarly to those of control mice. To examine other possible effects of B-cell deletion on cDC1 function subsequent to antigen phagocytosis and processing, we cocultured XCR1^+^ cDC1s and OT-I CD8^+^ T cells in the presence of varying SIINFEKL peptide concentrations. We found that OT-I CD8^+^ T cells cocultured with XCR1^+^ cDC1s from J_H_T mice expanded less at low SIINFEKL concentrations than those cultured with XCR1^+^ cDC1s from control mice did (Fig. 3E). Accordingly, the number of proliferating OT-I CD8^+^ T cells was significantly lower in cocultures with XCR1^+^ cDC1s from J_H_T mice than in those with control XCR1^+^ cDC1s (Fig. S3D). Taken together, these data indicate that B cells contribute to the ability of splenic XCR1^+^ cDC1s to present antigens to activate CD8^+^ T cells.

### Loss of B cells reduces the number of Langerin^+^XCR1^+^ cDC1 subsets essential for priming the MCMV-specific CD8^+^ T-cell response

Given that B-cell deficiency reduces the CD8^+^ T-cell priming capacity of cDC1s, we next explored the underlying mechanisms involved. First, we found that the lack of B cells did not affect the frequency of cDCs in the spleen (Fig. S4A). Furthermore, there was no significant difference in the frequencies of the SIRP-α^+^ cDC2 and XCR1^+^ cDC1 subsets in the spleens of the J_H_T and control mice (Fig. 4A). We then employed high-dimensional flow cytometry to characterize cDC subsets in the spleen better, aiming to understand how they might be influenced by B-cell deficiency. We subsequently used t-distributed stochastic neighbor embedding (t-SNE) to show that the composition of the splenic cDC1 and cDC2 populations differed significantly between J_H_T and control mice (Fig. 4B). Further characterization of the cDC1 and cDC2 subsets (Fig. S4B) revealed that the most significantly altered splenic cDC1 and cDC2 subpopulations in the J_H_T mice were Langerin^+^XCR1^+^ cDC1s and endothelial cell-specific adhesion marker (ESAM)^hi^ SIRP-α^+^ cDC2s, respectively. In line with the t-SNE data, flow cytometry analysis of cDC1s and cDC2s revealed that the frequencies and numbers of Langerin^+^XCR1^+^ cDC1s and ESAM^hi^ SIRP-α^+^ cDC2s in the J_H_T mice were significantly lower than those in the control mice (Figs. 4C and S4C). Accordingly, adoptive transfer of B cells into J_H_T mice partially rescued the Langerin^+^XCR1^+^ cDC1 subpopulation (Fig. S4D), as it restored the MCMV-specific CD8^+^ T-cell response.

**Fig. 4:**
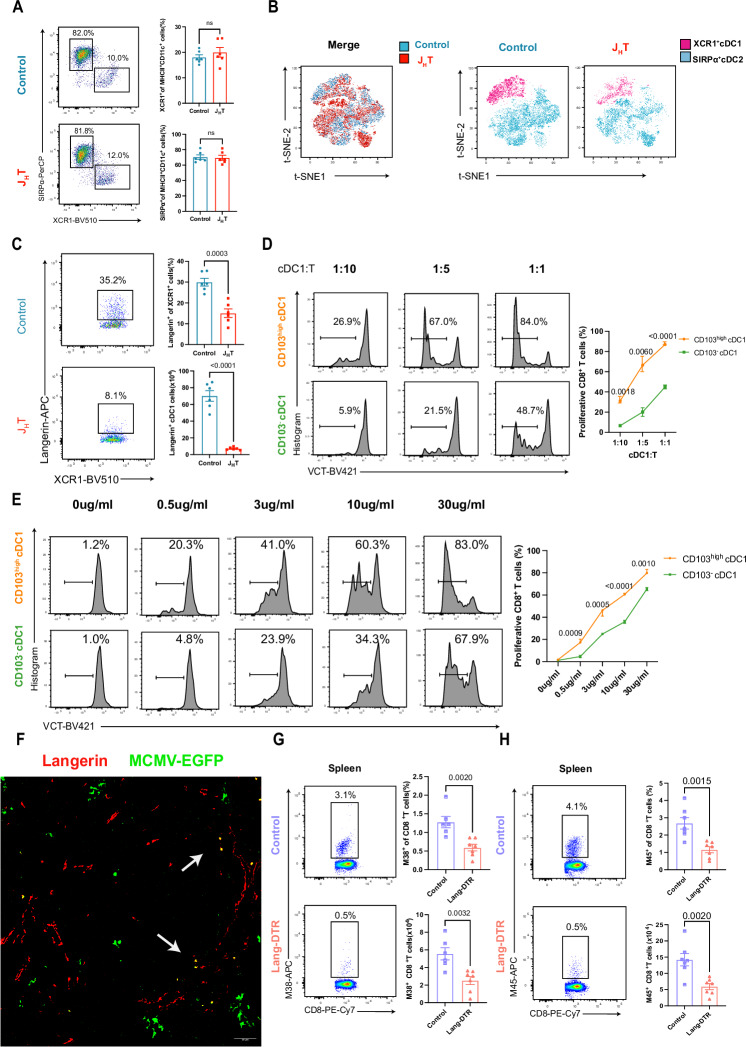
B cells maintain the homeostasis of splenic Langerin^+^ cDC1s. **A** Flow cytometry dot plot of XCR1^+^ cDC1 and SIRPα^+^ cDC2 subsets in the spleens of control or J_H_T mice. The bar graphs indicate the frequencies of XCR1^+^ cDC1s (top) or SIRPα^+^ cDC2s (bottom) (*n* = 6). **B** Three control and three J_H_T concatenated samples, each containing 5000 splenic cDCs (CD11c^+^MHCII^+^CD19^-^), were embedded via t-distributed stochastic neighbor embedding (t-SNE); cDC1s (pink) and cDC2s (blue) were classified according to XCR1 and SIRPα expression (*n* = 3). **C** Flow cytometry dot plot of splenic Langerin^+^ cDC1s from control or J_H_T mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of Langerin^+^ cDC1s (*n* = 6). **D** Proliferation of OVA-specific transgenic OTI CD8^+^ T cells cocultured at various ratios with CD103^high^ cDC1s or CD103^-^ cDC1s isolated from MCMV-SIINFEKL-infected WT mice. The line graph indicates the frequencies of proliferating OTI CD8^+^ T cells (*n* = 9). **E** Proliferation of OVA-specific transgenic OTI CD8^+^ T cells cocultured with CD103^high^ cDC1s or CD103^-^ cDC1s isolated from WT mice and pulsed with different concentrations of OVA protein. The line graph indicates the frequencies of proliferating OTI CD8^+^ T cells (*n* = 8). **F** Immunofluorescence images of Langerin and MCMV-EGFP in the spleens of WT mice 48 hours after MCMV-EGFP infection (scale bar, 50 µm; *n* = 4). **G** Representative flow cytometry dot plots of splenic MCMV-M38 tetramer^+^CD8^+^ T cells in MCMV-infected control and MCMV-infected Lang-DTR mice. The bar graphs indicate the frequency (top) and absolute number (bottom) of MCMV-M38 tetramer^+^CD8^+^ T cells (*n* = 7). **H** Flow cytometry plot of splenic MCMV-M45 tetramer^+^CD8^+^ T cells in MCMV-infected control and MCMV-infected Lang-DTR mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of MCMV-M45 tetramer^+^CD8^+^ T cells (*n* = 7). The data are presented as the means ± SEMs and were pooled from two (4A and 4C) independent experiments or representative of two (4B, 4D-4G) independent experiments. Statistical analysis: Student’s *t* test, Fig. 4A, 4C, 4D, 4E, 4G, and 4H

Next, we asked whether the reduction in Langerin^+^ cDC1s was responsible for the attenuated ability of splenic XCR1^+^CD8^+^ cDC1s to prime T cells in J_H_T mice. In splenic CD8^+^ cDC1s, Langerin expression is mainly intracellular, and interestingly, the expression levels of the costimulatory molecules CD80 and CD86 are slightly higher in the Langerin^+^ cDC1 subset than in the Langerin^-^ cDC1 subset at steady state [30, 42, 43], which may suggest that Langerin^+^ cDC1s are functionally more mature. To assess whether Langerin^+^ cDC1s efficiently present MCMV antigens that they take up in vivo, we infected WT mice with MCMV-SIINFEKL, purified Langerin^+^ cDC1s from the spleen 18 hr later, and cocultured them with OT-I CD8^+^ T cells. Considering that Langerin expression in splenic cDC1s is mainly intracellular and that Langerin^+^ cDC1s coexpress high levels of the integrin CD103 [14, 42], we used CD103 as a sorting marker for the Langerin^+^ cDC1 subset. After 72 h of coculture, we observed that compared with CD103^-^ cDC1s, CD103^high^ cDC1s more efficiently expanded OT-I CD8^+^ T cells (Fig. 4D). To investigate the antigen-presenting function of Langerin^+^ cDC1s in more detail, we sorted CD103^high^ cDC1s and CD103^-^ cDC1s and cultured them with DQ-OVA. We found that the processed elements of DQ-OVA emit fluorescence similarly in CD103^high^ cDC1s and CD103^-^ cDC1s (Fig. S4E), indicating that Langerin^+^ cDC1s and Langerin^-^ cDC1s have comparable abilities to acquire and process antigens. Next, we isolated CD103^high^ cDC1s and CD103^-^ cDC1s from the spleens of WT mice and cocultured them with OT-I CD8^+^ T cells in vitro in the presence of OVA protein. With this experimental setup, we readily detected that CD103^high^ cDC1s were able to induce more proliferation of CD8^+^ T cells than were CD103^-^ cDC1s (Fig. 4E). Together, these results suggest that Langerin^+^ cDC1s exhibit better antigen-presenting ability than Langerin^-^ cDC1s do and that the diminished CD8^+^ T-cell priming function of cDC1s in the spleens of J_H_T mice is due to a reduction in the Langerin^+^ cDC1 subset.

Given the crucial role of Langerin^+^ cDC1s in antigen presentation, we focused on how they contribute to MCMV infection. Spleen histology of WT mice infected with MCMV-EGFP revealed that Langerin colocalized with MCMV-EGFP signals (Fig. 4F). To determine whether splenic Langerin^+^XCR1^+^ cDC1s are required for the control of MCMV infection, we treated Lang-DTR [44] and control mice with DT and subsequently infected them with MCMV. Multiple DT injections were well tolerated [45] and effectively depleted of Langerin^+^XCR1^+^ cDC1s in the spleen (Fig. S4F). At 7 days post-infection, we assessed the virus-specific CD8^+^ T-cell response via MCMV tetramer staining. The frequency and number of MCMV-specific tetramer-positive CD8^+^ T cells were significantly lower in DTR-treated Lang-DTR mice than in control mice (Fig. 4G, H, and S4G). This finding indicates that the reduction in Langerin^+^XCR1^+^ cDC1s was responsible for the decrease in MCMV-specific CD8^+^ T cells observed in J_H_T mice. Collectively, our data suggest that the absence of B cells reduces the number of splenic Langerin^+^XCR1^+^ cDC1s, which may have altered the antigen-presenting function of the remaining cDC1s and ultimately hampers effective CD8^+^ T-cell priming.

### B-cell-expressed LTβ modulates CD169^+^ MMMs to maintain splenic Langerin^+^ cDC1 homeostasis

We next sought to investigate the mechanisms by which B cells sustain the homeostasis of splenic Langerin^+^ cDC1s. Langerin^+^ cDC1s are predominantly localized in the MZ of the spleen [14, 43], and it has been reported that B cells are able to support the development and maintenance of secondary lymphoid tissues such as the splenic MZ by expressing LTβ [46, 47]. We therefore asked whether B cells could sustain the homeostasis of Langerin^+^ cDC1s by expressing LTβ. To test this hypothesis, we generated mixed BM chimeras from the BM of WT mice mixed with that of J_H_T mice (control) or from the BM of LTβ-deficient mice mixed with that of J_H_T mice, generating mice in which only the B cells were unable to undergo LTβ. As expected, the absence of B-cell-expressed LTβ markedly reduced the Langerin^+^ cDC1 population (Fig. 5A). Next, we infected chimeric mice with MCMV and observed significantly fewer MCMV-tetramer-positive CD8^+^ T cells in the absence of B cells expressing LTβ, mimicking the situation in B-cell-deficient J_H_T mice (Fig. 5B, C). Collectively, these data prove that the absence of B-cell-expressed LTβ impairs CD8^+^ T-cell priming in response to MCMV infection, likely due to an inadequate number of Langerin^+^ cDC1s.

**Fig. 5:**
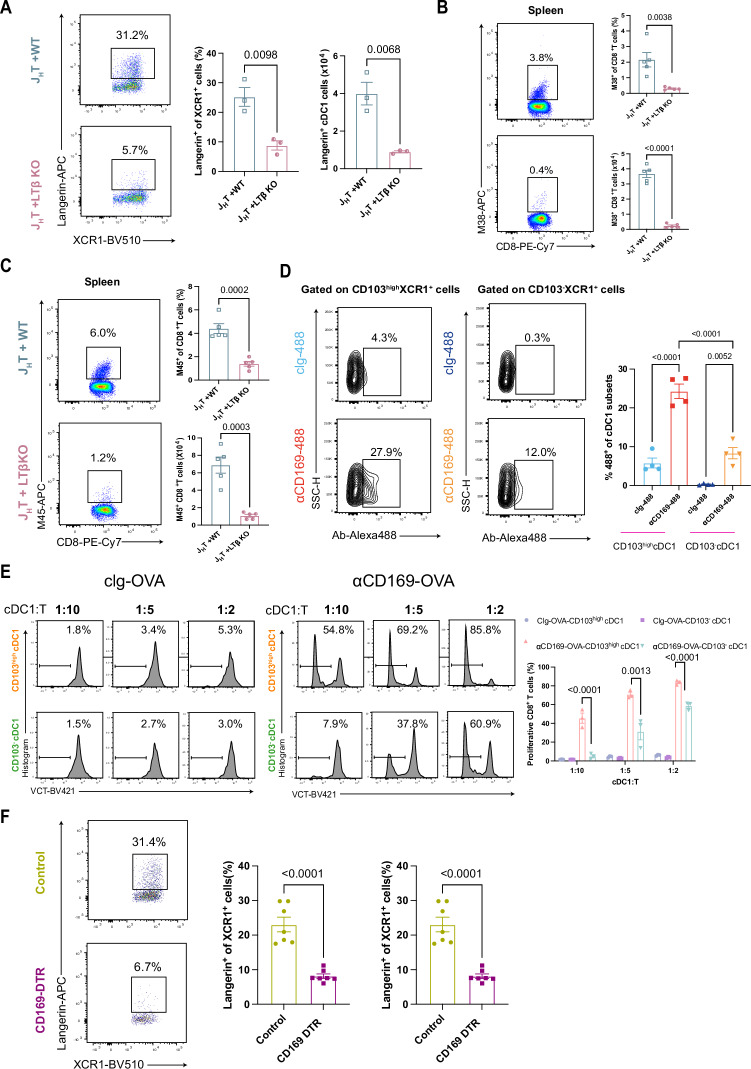
LTβ-expressing B cells maintain MMMs in the spleen to support the homeostasis of splenic Langerin^+^ cDC1s. **A** Flow cytometry plot showing splenic Langerin^+^ cDC1s in J_H_T-mixed WT or J_H_T-mixed LTβ-deficient BM chimeric mice. The bar graphs indicate the frequencies (left) and absolute numbers (right) of Langerin^+^ cDC1s (*n* = 3). **B** Representative flow cytometry dot plots of splenic MCMV-M38 tetramer^+^CD8^+^ T cells in J_H_T-mixed WT or J_H_T-mixed LTβ-deficient BM chimeric mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of MCMV-M38 tetramer^+^CD8^+^ T cells in each group (*n* = 5). **C** Flow cytometry dot plot showing splenic MCMV-M45 tetramer^+^CD8^+^ T cells in J_H_T-mixed WT or J_H_T-mixed LTβ-deficient BM chimeric mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of MCMV-M45 tetramer^+^CD8^+^ T cells in each group (*n* = 5). **D** Flow cytometry plot showing Alexa488^+^CD103^high^ cDC1s and Alexa488^+^CD103^-^ cDC1s after the indicated Ab-Alexa488 injection. The bar graphs show the frequencies of Alexa488^+^CD103^high^ cDC1s and Alexa488^+^CD103^-^ cDC1s (*n* = 4). **E** Proliferation of OVA-specific transgenic OTI CD8^+^ T cells cocultured at various ratios with CD103^high^ cDC1s or CD103^-^ cDC1s isolated from the indicated Ab-OVA-immunized WT mice. The bar graphs show the frequencies of proliferating OTI CD8^+^ T cells. **F** Representative flow cytometry dot plots of splenic Langerin^+^ cDC1s from control or CD169-DTR mice. The bar graphs indicate the frequencies (left) and absolute numbers (right) of Langerin^+^ cDC1s (*n* = 7). The data are presented as the means ± SEMs and are representative of two to three independent experiments or pooled from two (5F) independent experiments. Statistical analysis: one-way ANOVA, Fig. 5D and 5E. Student’s *t*-test, Fig. 5A–C, F

Previous reports have shown that lymphotoxin (LT-α1β2)-LT-βR signaling regulates the development and/or homeostasis of splenic CD11b^+^ DCs but not cDC1s [48–51] and that the absence of B-cell-expressed LTβ also leads to alterations in the homeostasis of other cells in the MZ [47]; therefore, we investigated whether the regulation of Langerin^+^ cDC1s by B-cell-expressed LTβ needs to be dependent on other cells. As previously reported [47, 52, 53], we confirmed that LTβ expressed by B cells is required for the maintenance of MMMs within the splenic MZ (Fig. S5A). Interestingly, when we analyzed the spleens of WT mice at steady state, we found that Langerin^+^ cDC1s colocalized with MMMs (Fig. S5B), and this spatial proximity suggests the possibility of interaction between MMMs and Langerin^+^ cDC1s. Previous studies reported that the functions of MMMs are Ag uptake and depend on CD169 binding to sialic acid on CD8^+^ cDC1s to transfer Ag to CD8^+^ cDC1s for CD8^+^ T-cell priming [21, 54]. Given that Langerin^+^ cDC1s are a subset of CD8^+^ cDC1s, we hypothesized that MMMs can transfer antigens directly to them. To test this hypothesis, we injected WT mice with an Alexa 488-labeled anti-CD169 (αCD169- AF488) antibody along with anti-CD40 and PolyI:C as adjuvants and analyzed the transfer of αCD169- AF488 from MMMs to Langerin^+^ cDC1s via fluorescence microscopy and flow cytometry. Indeed, we confirmed that MMMs are able to transfer antigens to Langerin^+^ cDC1s (Fig. S5C). Moreover, we found that MMMs transferred more antigens to the CD103^high^ cDC1 subset than to the CD103^-^ cDC1 subset (Fig. 5D). Finally, we sorted CD103^high^ and CD103^-^ cDC1s from WT mice injected with anti-CD169-OVA (αCD169-OVA) and used them to stimulate OT-I CD8^+^ T cells in vitro. In line with our previous results, OT-I CD8^+^ T cells cocultured with CD103^high^ cDC1s presented significantly increased proliferation compared with their CD103-negative counterparts (Fig. 5E), further supporting the concept that the Langerin^+^ cDC1 subset is able to acquire more antigens from MMMs and present antigens more efficiently to CD8^+^ T cells.

Having established an intimate interaction between Langerin^+^ cDC1s and MMMs, our next objective was to determine whether B-cell-expressed LTβ-regulated Langerin^+^XCR1^+^ cDC1 homeostasis is dependent on MMMs. Cytofluorometric analysis of DT-treated CD169-DTR mice revealed that MMM depletion significantly decreased the frequency and number of Langerin^+^XCR1^+^ cDC1s (Fig. 5F) but did not alter the presence of B cells (Fig. S5, D, E), indicating that MMMs play an essential role in maintaining splenic Langerin^+^XCR1^+^ cDC1 homeostasis and that the regulation of Langerin^+^XCR1^+^ cDC1 homeostasis by B cells is dependent on MMMs. Moreover, in DT-treated Lang-DTR mice, Langerin^+^ cDC1 depletion did not affect the population of MMMs (Fig. S5F). Collectively, these data suggest that the lack of B-cell-expressed LTβ disrupts the architecture of the spleen, particularly the localization of MMMs in the MZ, which in turn leads to a reduction in Langerin^+^XCR1^+^ cDC1s. Notably, we cannot exclude the possibility that B cells also have the potential to regulate the homeostasis of Langerin^+^ cDC1s directly through the expression of LTβ, but this study is difficult to investigate because the inability of B cells to express LTβ leads to a significant reduction in MMMs, which in turn disrupts Langerin^+^ cDC1 homeostasis.

As in B-cell-deficient mice, the antigen processing (Fig. S5G) abilities of cDC1s were not affected by the depletion of MMMs. Nevertheless, when XCR1^+^ cDC1s from the spleens of naïve DT-treated CD169-DTR or control mice were loaded with OVA protein and then cocultured with OT-I CD8^+^ T cells, as in the J_H_T mouse experiments, MMM depletion reduced the ability of XCR1^+^ cDC1s to prime OVA-specific OT-I CD8^+^ T cells (Fig. S5H). Taken together, these data suggest that depletion of CD169^+^ MMMs perturbs the homeostasis of Langerin^+^XCR1^+^ cDC1s and affects the ability of XCR1^+^ cDC1s to prime CD8^+^ T cells. These data clearly demonstrate that the ability of B cells to maintain splenic Langerin^+^ cDC1 homeostasis is dependent on the self-expression of LTβ to sustain MMMs.

### VCAM1–ITGA4/ITGB1 interaction coordinates MMMs–Langerin^+^XCR1^+^ cDC1 cross-talk

Next, we investigated how MMMs maintain Langerin^+^ cDC1 homeostasis in the spleen. 

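The scRNA-Seq data came from 2 wild-type samples, called replicates 1 and 2 here, of spleen cells that had been enriched for CD11c on magnetic beads and marked with sample tags. The cells were captured on the BD Rhapsody system, which settles single cells with barcoded beads in microwells and gives each captured transcript a unique molecular identifier (UMI), so that amplified copies of a transcript are counted once. The authors deposited the number of UMIs per cell and gene, without normalization, after alignment to GRCm38 with the GENCODE vM19 annotation and with intronic reads counted. Replicate 1 held 3308 cells with 46953398 UMIs and a median of 11869.5 UMIs and 3283 genes per cell. Replicate 2 held 3085 cells with 43137746 UMIs and a median of 11241 UMIs and 3206 genes per cell. The filters named in the methods were applied within each sample. Genes found in fewer than 3 cells were left out, and 0 cells had fewer than 200 genes. Cells outside the mean ± 3 median absolute deviations of the percentage of mitochondrial UMIs, the number of genes or the number of UMIs were removed. This left 2928 cells in replicate 1 and 2725 in replicate 2. Of the 380 and 360 cells removed, 272 and 230 lay outside the limits on mitochondrial UMIs, and 109 and 130 lay outside those on the number of UMIs, which also take out large cells rich in RNA. Normalization with SCTransform, integration of both samples, 30 principal components and a clustering resolution of 0.7 followed, as in the methods. Cells of a sample are not independent replicates, so the UMIs of each cell group were summed per sample, and each test compared the sums of both samples.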

For this purpose, we sorted CD11c^+^ spleen cells from WT mice and performed single-cell sequencing (scRNA-Seq). 

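The 5653 cells formed 17 clusters, of which 11 were named after the cell class whose marker genes they resembled. A likeness to a class required at least 3 of its markers above the other cells and at least 1 of them among the 10 leading genes of the cluster. The intervals given here are 95% exact binomial (Clopper-Pearson) intervals, which cover counting error only, and the CD11c enrichment sets the shares as much as the spleen does. cDC1-like cells, led by Clec9a and Xcr1 in the larger cluster and by Irf8, Naaa and Tlr3 in the smaller, made up 20.4% (18.9 to 21.9) of replicate 1 and 17.9% (16.4 to 19.4) of replicate 2, a mean of 19.1% ± 1.76 (SD, n = 2). cDC2-like cells made up 29.7% (28.0 to 31.4) and 27.3% (25.7 to 29.1), a mean of 28.5% ± 1.65 (SD, n = 2). One of the cDC2-like clusters was led by Dtx1 and Clec4a4, and the other, with 774 cells, by Lyz1, Lyz2, Mgl2 and Cd209a, with 4 of 9 monocyte markers raised beside 4 of 9 cDC2 markers. pDC-like cells made up 7.27% (6.36 to 8.28) and 8.77% (7.73 to 9.90), a mean of 8.02% ± 1.06 (SD, n = 2). Their leading genes included Siglech and Tcf4, but also Prss34 and Mcpt8, and 5 of 9 monocyte markers were raised in them. At a clustering resolution of 1.2 the mean share of pDC-like cells was 2.30%, and without the filter on deviations no cluster could be named pDC-like and cDC2-like cells made up a mean of 22.1%. These shifts go with clusters that stayed unnamed. At 1.2, 324 cells led by Sox4 and Siglech had no name. Without the filter, neither had 789 cells led by Mgl2 and Cd209a and 466 led by Siglech, both with 5 of 9 monocyte markers raised. Macrophage-like cells made up 10.2% (9.11 to 11.3) of replicate 1 and 4.62% (3.87 to 5.48) of replicate 2, a difference beyond counting error. All 12 macrophage markers were raised in them, with Slc40a1, Fcna, Hmox1 and C1qb among the leading genes, as were 3 of 4 erythroid markers. No cluster could be named monocyte-like. A cluster of 41 cells with 8 of 9 monocyte markers also had 4 of 5 neutrophil markers, was led by S100a9 and S100a8, and stayed unnamed. Migratory DC-like cells, led by Ccr7, Fscn1 and Ccl22, made up 8.16% and 8.55%, and B cell-like, T cell-like and NK cell-like cells 2.12%, 1.37% and 1.06% of replicate 1 and 6.31%, 5.91% and 1.36% of replicate 2. The 6 unnamed clusters held 19.8% and 19.3% of the cells. The largest of them, with 8.98% and 8.04% of the cells, had 4 of 9 cDC2 markers raised, but Il1r2 and interferon response genes such as Ifit1 and Oasl2 led it. Cell cycle genes such as Top2a and Mki67 or Uhrf1 and Mcm5 led 2 others. A cluster of 70 cells led by Ngp, S100a8 and cell cycle genes such as Cdk1 and Top2a had 5 of 9 cDC1 markers raised, so that cells like cDC1s remain among the unnamed.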

On the basis of previously defined splenic CD11c^+^ cell signatures and markers, we defined cDC1s, cDC2s, plasmacytoid DCs (pDCs), monocytes, and macrophages in our collected dataset (Fig. S6A). We subsequently selected MMMs and Langerin^+^ cDC1s (Fig. S6B) and inferred the presence of cross-talk between MMMs and Langerin^+^ cDC1s on the basis of their ligand‒receptor interactions from the analysis of the scRNA-seq data. 

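The methods take cells with Siglec1 above 0.1 as MMMs and cells with Cd207 above 0.1 as Langerin+ cDC1s. Siglec1 encodes CD169 and lies on chromosome 2 of GRCm38 from 131069220 to 131086765, and Cd207 encodes Langerin and lies on chromosome 6 from 83671215 to 83677857 (GENCODE M21, both on the reverse strand). The UMIs of each cell were scaled to 10000 and log-transformed. Since no kept cell held more than 34838 UMIs in replicate 1 or 34132 in replicate 2, a single UMI passed the threshold. MMMs were taken from the macrophage-like cluster, with 112 cells in replicate 1 and 54 in replicate 2. Langerin+ cDC1s were taken from the cDC1-like clusters, with 101 cells in each sample. MMMs held a median of 20859 UMIs per cell in replicate 1 and 19019 in replicate 2, and Langerin+ cDC1s 22289 and 23018. A Siglec1 UMI was found in 37.6% (32.1 to 43.4) of the macrophage-like cells of replicate 1 and in 42.9% (34.1 to 52.0) of those of replicate 2, at a median depth of 19185 and 17927 UMIs. In cDC2-like cells, taken as cells that lack the gene, the shares were 0.345% and 0.805% at a median depth of 10575 and 10701 UMIs. These cells may not be a clean background. Their macrophage markers stood at a median of 1.28% and 2.41% of the macrophage level, against 0.208% and 0.242% in T cell-like cells. Of the MMMs, 57 of 112 and 38 of 54 held a single Siglec1 UMI, and none held more than 8 in replicate 1 or 4 in replicate 2. Over both samples, 5 cells held at least 10 Siglec1 UMIs, and none of them is among the MMMs, since the filter on deviations removed 4 and the other, with 34 UMIs, lay outside the macrophage-like cluster. A Cd207 UMI was found in 16.9% (14.0 to 20.2) of the cDC1-like cells of replicate 1 and in 20.7% (17.2 to 24.6) of those of replicate 2, at a median depth of 19278 and 20648 UMIs. It was found in 0 of 869 and 0 of 745 cDC2-like cells, which allows a share of up to 0.345% and 0.403%, taken as 3 counts of the total and not as the bound of an exact interval. Among migratory DC-like cells, 12 of 239 and 10 of 233 held a Cd207 UMI, and all of these lay in the deeper cluster led by Il12b (median 18450 UMIs), where they made up 17.9% and 16.1% of the cells. With every cell thinned to 1000 UMIs, the setting that moved these shares most, 2.52% and 2.26% of the cDC1-like cells still held a Cd207 UMI. Requiring at least 2 UMIs left 71 MMMs and 113 Langerin+ cDC1s over both samples.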

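For the tests, UMI sums of 1057831 to 9256280 per sample and group were compared, and the gene that defines a group was left out. Between MMMs and Langerin+ cDC1s, 2723 of 10118 genes were higher and 2451 lower in MMMs at an adjusted threshold of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called 3548 genes, the count that differed most among the alternatives. Of the 42 genes of a list set in advance, which holds the genes of Fig. 6A and others that the paper names for these cells, 40 were called over all genes and 41 adjusted over the list alone. Macrophage-like cells without a Siglec1 UMI, 186 and 72 cells with a median of 16559 and 17312.5 UMIs, were then set against the MMMs. With edgeR, 0 of 9502 genes passed the threshold, the smallest adjusted p was 0.400, and 340 genes had an unadjusted p under 0.05. DESeq2 called 0 genes as well, with 68 under an unadjusted p of 0.05. Of the list set in advance, 35 genes could be tested, and 0 of them were called over all genes and 0 adjusted over the list alone by edgeR, and DESeq2 called 0 over all genes. A fit with the sample as a block called 18 genes, 4 of them haemoglobin genes with closely similar paralogs.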

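Within the cDC1-like cells, Langerin+ cells were set against the 495 and 386 cells without a Cd207 UMI (Langerin- cDC1s), which held fewer UMIs per cell (median 18542 and 19897.5). Of 10646 genes, 27 were higher and 8 lower in Langerin+ cDC1s, and 886 had an unadjusted p under 0.05. DESeq2 called 30 genes, of which 26 were among these 35. With the sample as a block, 140 genes were called, including all 35, each in the same direction. Itgae, which encodes CD103, stood at 118 and 132 UMIs per 1000000 UMIs of the group (CPM) in Langerin+ cDC1s and at 51.2 and 66.5 CPM in Langerin- cDC1s, a log2 fold change of 1.16 (SE 0.14, adjusted p = 0.00670, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Apoe, Stra6l, Slc11a1 and Rtn1 were also higher in both samples, with log2 fold changes of 1.09, 0.88, 0.68 and 0.65, and that of Apoe was 0.65 without replicate 1. Among the alternatives, Apoe and Stra6l lost their call without the filter on deviations. Stra6l also lost it with DESeq2, and Slc11a1 with at least 2 UMIs. Itgae, Apoe, Stra6l, Slc11a1 and Rtn1 all lost their call in a fit over all named classes and in cells thinned to 1000 UMIs. Ccr2 stood at 15.9 and 13.0 CPM in Langerin+ cDC1s and at 76.2 and 102 CPM in Langerin- cDC1s, a log2 fold change of −2.55 (SE 0.21, adjusted p = 0.000913, same test). Vim, Ms4a6c and Ahnak were among the genes that were also lower in both samples, with log2 fold changes of −1.20, −1.13 and −0.92. Vim and Ahnak lost their call in the fit over all named classes. Ccr2, Vim, Ms4a6c and Ahnak lost it in thinned cells. The larger cDC1-like cluster held 74 of 101 and 81 of 101 Langerin+ cDC1s but 290 of 495 and 234 of 386 Langerin- cDC1s. Within it alone, a comparison chosen after seeing the data, the log2 fold changes of Vim, Ms4a6c and Ahnak were −0.47, −0.53 and −0.45, and none of these 3 passed the threshold. Those of Apoe, Stra6l, Slc11a1 and Rtn1 were 0.73, 0.66, 0.61 and 0.57 there, and none of them passed it either. Itgae and Ccr2 still passed it, with 0.99 and −2.64. Of 40 genes tested from the list set in advance, 4 were called over all genes, namely Itgae, H2-Eb1, H2-Ab1 and H2-Aa, and 6 adjusted over the list alone. The log2 fold changes of H2-Eb1, H2-Ab1 and H2-Aa were 0.22, 0.18 and 0.19, both samples had the same direction, and DESeq2 called 0 of these 3 genes, although the 3 had unadjusted p under 0.05 with edgeR. In the larger cDC1-like cluster alone, none of these 3 passed the threshold. The genes added by the list alone, Anxa1 and Itgb7, were lower, with log2 fold changes of −0.52 and −0.42.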

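Ligand and receptor genes in MMMs and Langerin+ cDC1s were scored with the formula of CellChat, written anew, since the package was not used here. In each sample, log-normalized values were divided by their maximum over the cells of both groups and averaged per group by Tukey's trimean. Receptor subunits were combined by the geometric mean, and the product LR of ligand and receptor became the score LR/(0.5 + LR), which has no unit and lies between 0 and 1. Cofactors and the number of cells per group were left out, and no p was computed, since a permutation over cells would take cells as replicates. The 22 pairs printed in Fig. 6A, read in both directions, gave 44 combinations. These pairs come from the paper's own analysis of these data, so a first rank among them is no independent test. In the mean of both samples, every combination after rank 24 scored 0. Vcam1 of MMMs with Itga4 and Itgb1 of Langerin+ cDC1s had the highest score, 0.291 ± 0.00106 (SD, n = 2), and led in each sample. Ptprc of Langerin+ cDC1s with Mrc1 of MMMs followed at 0.259 ± 0.00278 (SD, n = 2), and Vcam1 with Itga4 and Itgb7 at 0.192 ± 0.0110 (SD, n = 2). The gaps between these 3 scores were larger than the spread between replicates. H2-Ab1, H2-Aa and H2-Eb1 of Langerin+ cDC1s with Cd4 of MMMs came next at 0.0919, 0.0900 and 0.0843. The setting that moved the score of Vcam1 with Itga4 and Itgb1 most left out the division by the maximum, which gave 0.941 and the same rank. When 70 pairs of a second list, written by hand, were added, 184 combinations were ranked, and every one after rank 50 scored 0 in the mean. App of MMMs with Cd74 of Langerin+ cDC1s then scored higher, at 0.336 ± 0.00266 (SD, n = 2), and Vcam1 with Itga4 and Itgb1 took the second place in each sample. Vcam1 of MMMs with Itga4 and Itgb1 of Langerin- cDC1s scored 0.283 ± 0.00211 (SD, n = 2), and with those of migratory DC-like and NK cell-like cells 0.313 and 0.342. Macrophage-like cells without a Siglec1 UMI in place of MMMs scored 0.289 ± 0.00255 (SD, n = 2) with Langerin+ cDC1s.

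**Figure D1:**
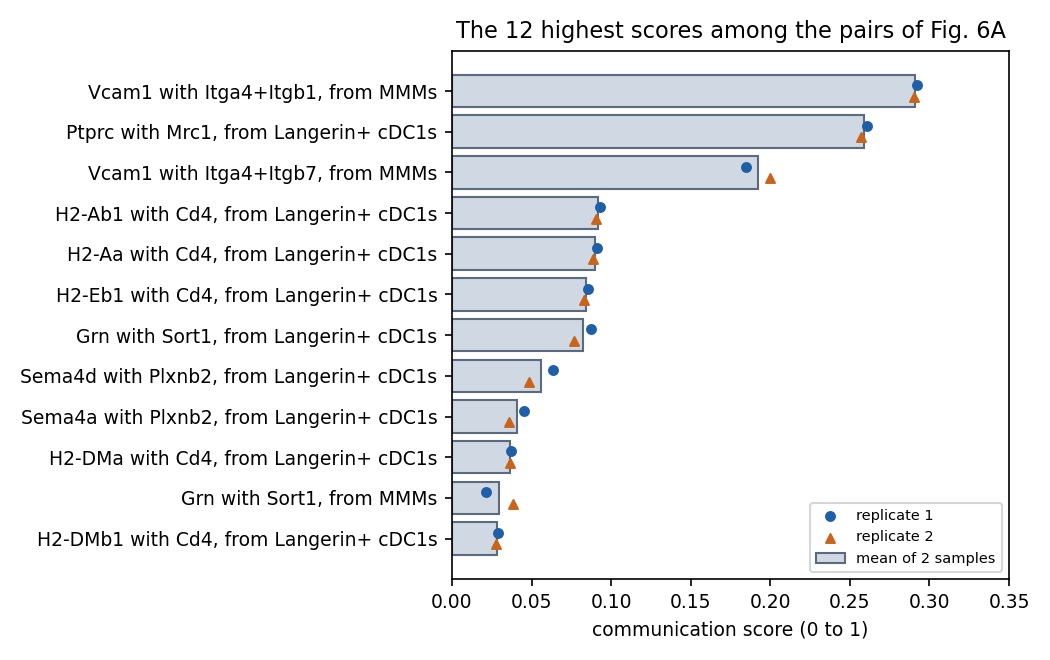
Communication scores (no unit) of the 12 highest of the 44 combinations of Fig. 6A pairs and directions between MMMs and Langerin+ cDC1s. Bars are means of both samples and points are the replicates. Vcam1 of MMMs with Itga4 and Itgb1 of Langerin+ cDC1s stands at 0.292 in replicate 1 and 0.290 in replicate 2, above all other bars.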

Individual ligand‒receptor pair analysis suggested that VCAM1-ITGA4/ITGB1 was the top-ranking ligand pair between MMMs and Langerin^+^ cDC1s in WT mice (Fig. 6A, B). Accordingly, VCAM1 and ITGA4 were highly expressed in MMMs and Langerin^+^ cDC1 clusters, respectively (Figs. 6C and S6C). 

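Vcam1 lies on chromosome 3 of GRCm38 from 116109949 to 116129688 (reverse strand, GENCODE M21), where 1 other gene model, Gm43109, overlaps it. It stood at 6357 ± 829 CPM (SD, n = 2) in MMMs and at 20.4 ± 4.21 CPM (SD, n = 2) in Langerin+ cDC1s, a log2 fold change of 8.19 (SE 0.14, adjusted p = 1.60e-15, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Every MMM held a Vcam1 UMI, as did 22.8% and 18.8% of the Langerin+ cDC1s. In T cell-like cells, which should lack the gene, 12.5% and 5.59% of the cells held 1, at a median depth of 5875 and 6370 UMIs. The alternative that moved the fold change most took Langerin+ cells from any cluster and gave 6.80, and MMMs from any cluster gave 8.04. In macrophage-like cells without a Siglec1 UMI, Vcam1 stood at 6076 ± 575 CPM (SD, n = 2). The log2 fold change of MMMs over these cells was 0.05 (SE 0.09, adjusted p = 0.999, same test), and its sign changed under 2 alternatives, to −0.072 without the filter on deviations and to −0.017 with at least 2 Siglec1 UMIs. Itga4 lies on chromosome 2 from 79255426 to 79333123 (forward strand), with Cerkl overlapping it, and encodes the integrin α4 subunit. It stood at 992 ± 36.4 CPM (SD, n = 2) in Langerin+ cDC1s and at 220 ± 7.20 CPM (SD, n = 2) in MMMs, a log2 fold change of 2.26 (SE 0.10, adjusted p = 3.98e-11, same test). MMMs from any cluster lowered it to 1.79. In Langerin- cDC1s, Itga4 stood at 1001 and 906 CPM, and the log2 fold change of Langerin+ over Langerin- cDC1s was 0.13 (SE 0.07, adjusted p = 0.666, same test), so that no difference beyond the replicate error was found. In cDC2-like, migratory DC-like, pDC-like and NK cell-like cells, Itga4 was higher in both samples, with 1197 and 1146, 1527 and 1422, 1715 and 1758, and 1992 and 1671 CPM. T cell-like cells, with 493 and 811 CPM, and B cell-like cells, with 476 and 594 CPM, lay below. Itgb1 lies on chromosome 8 from 128685654 to 128733200 (forward strand) and encodes the β1 subunit. With 443 and 384 CPM in Langerin+ cDC1s and 481 and 462 CPM in MMMs, its log2 fold change of −0.10 (SE 0.11, adjusted p = 0.475, same test) did not exceed the replicate error. Itgb7, on chromosome 15 from 102215995 to 102231944 (reverse strand), encodes the β7 subunit. It stood at 90.1 and 108 CPM in Langerin+ cDC1s and at 6.07 and 1.89 CPM in MMMs, where it rested on 14 and 2 UMIs. Its log2 fold change was 4.47 (SE 0.30, adjusted p = 4.88e-09, same test), and was 4.00 without replicate 2 and 5.95 without replicate 1, and 2.39 for MMMs from any cluster. From its ligand–receptor pair analysis, the paper proposes VCAM1-ITGA4/ITGB1 as the top pair between MMMs and Langerin+ cDC1s (Fig. 6A, B), and it states that the expression of VCAM1 and ITGA4 goes along with that (Fig. 6C).

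**Figure D2:**
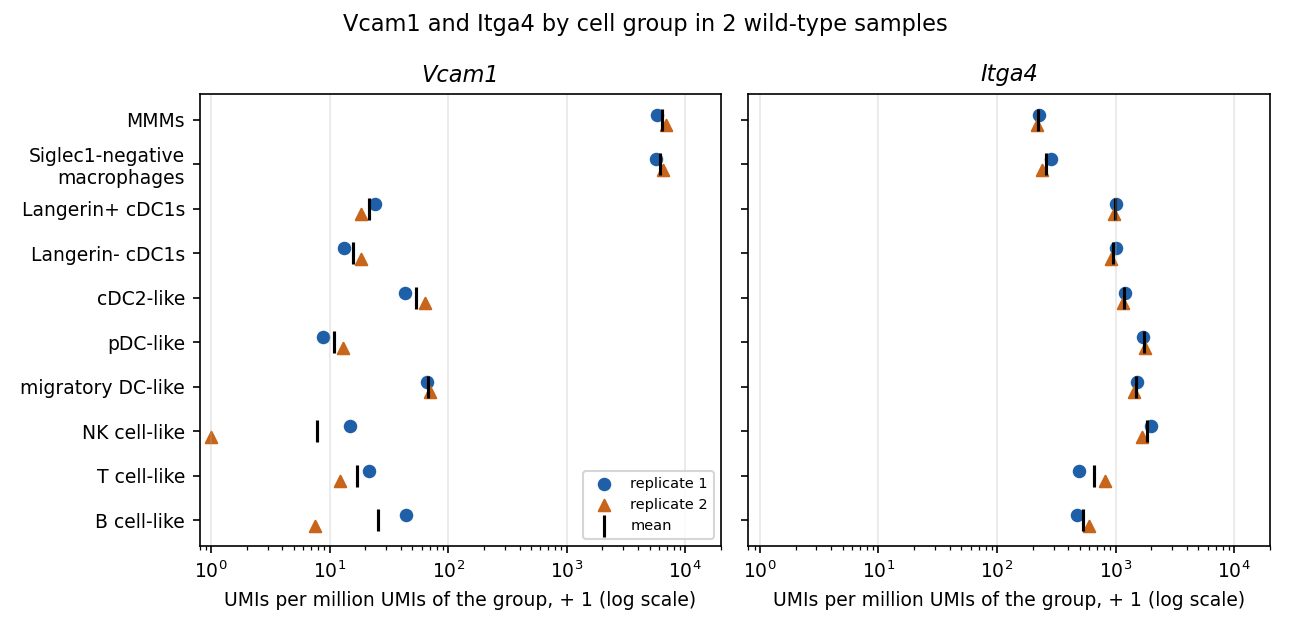
Vcam1 and Itga4 in UMIs per 1000000 UMIs (CPM, plus 1, on a logarithmic axis) in 10 cell groups. Points are the replicates and black bars are their means. Vcam1 sits near 6357 CPM in MMMs and near 6076 CPM in macrophage-like cells without a Siglec1 UMI, and Itga4 is spread over all groups, lowest in both macrophage groups.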

To explore whether VCAM1–ITGA4/ITGB1 interactions contribute to the cross-talk between MMMs and Langerin⁺XCR1⁺ cDC1s, we first examined their spatial organization in the spleen. We observed that CD169, Langerin, and ITGA4 colocalized in the spleens of WT mice, as determined by fluorescence microscopy (Fig. 6D). To further assess potential molecular interactions, we performed an in situ proximity ligation assay (PLA). PLA revealed specific VCAM1–ITGA4 interaction signals (Fig. 6E), and more importantly, the PLA signals colocalized with CD169⁺ MMMs and Langerin⁺ cDC1s (Fig. 6E), suggesting that the VCAM1–ITGA4/ITGB1 adhesion axis may mediate physical contact between these two cell types. To further understand whether MMMs can regulate the homeostasis of Langerin^+^ cDC1s via the VCAM1-ITGA4/ITGB1 interaction, we treated WT mice with a blocking anti-VCAM1 antibody. While we did not observe any changes in the percentage or number of MMMs after anti-VCAM1 antibody treatment (Fig. S7A), VCAM1 expression on MMMs was significantly reduced (Fig. S7B). Notably, our data indicate that the frequencies and numbers of splenic Langerin^+^XCR1^+^ cDC1s were significantly decreased after VCAM1 blockade (Fig. S7C). Next, we infected anti-VCAM1 antibody-treated mice with MCMV and assessed the virus-specific CD8^+^ T-cell response at 7 days post-infection. We found that the frequency and number of MCMV-specific tetramer-positive CD8^+^ T cells were significantly lower in the anti-VCAM1 antibody-treated mice than in the isotype control-treated mice (Fig. S7, D, E).

**Fig. 6:**
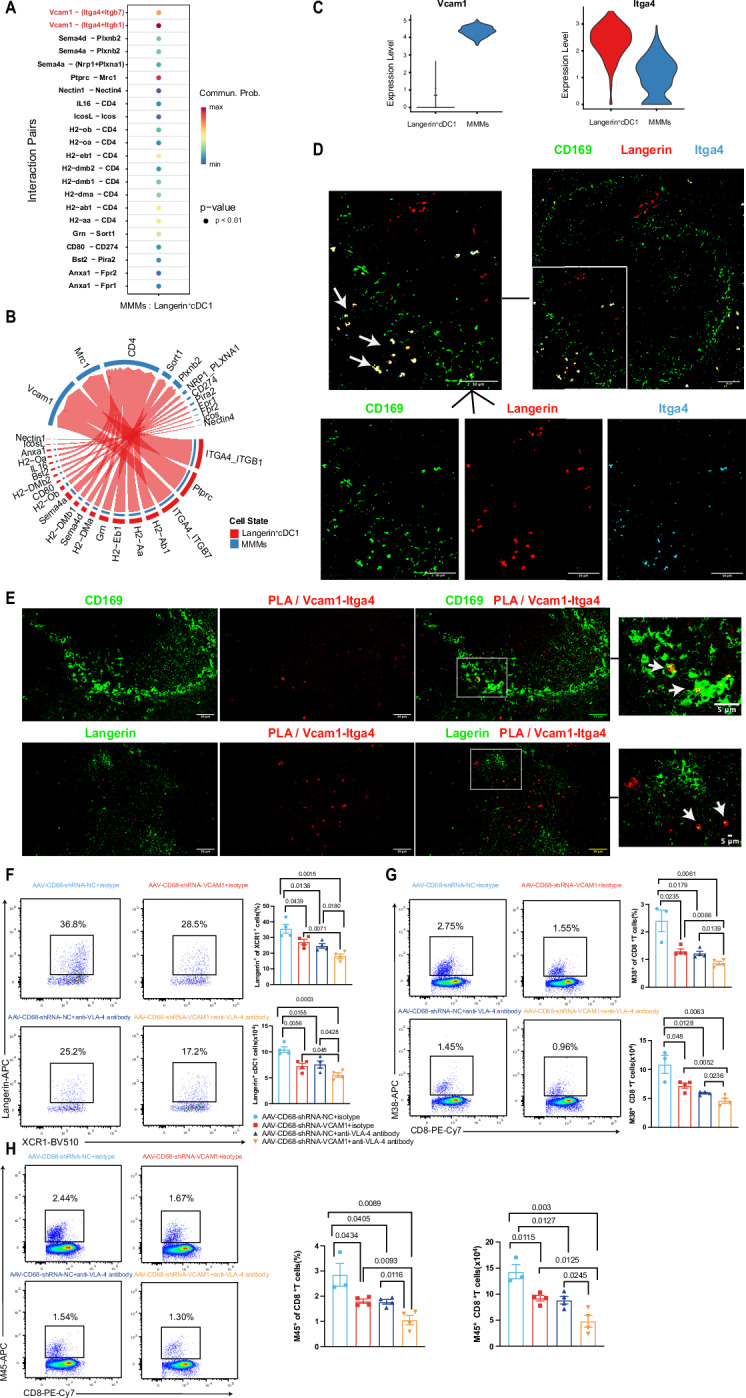
MMMs cross-talk with Langerin^+^XCR1^+^ cDC1s via VCAM1-ITGA4/ITGB1. **A** Ligand‒receptor pair analysis between MMMs and Langerin^+^XCR1^+^ cDC1 clusters. **B** Chord diagram showing preferential interactions between MMMs and Langerin^+^XCR1^+^ cDC1 clusters. **C** Violin plots of VCAM1 and ITGA4 expression in the indicated cell subsets. **D** Immunofluorescence images of CD169 (Siglec-1), Langerin, and ITGA4 in the spleens of WT mice (scale bar, 50 µm; *n* = 4). **E** The interaction of VCAM1 and ITGA4 was visualized by PLA with additional staining for CD169 (Siglec-1) and Langerin (scale bar, 50 µm or 5 µm; *n* = 4). **F** Representative flow cytometry dot plots of splenic Langerin^+^ cDC1 cells from AAV-CD68-shRNA-NC+isotype (upper left), AAV-CD68-shRNA-VCAM1+isotype (upper right), AAV-CD68-shRNA-NC+anti-VLA-4 antibody (bottom left), and AAV-CD68-shRNA-VCAM1+anti-VLA-4 antibody (bottom right)-injected mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of Langerin^+^ cDC1s (*n* = 4). **G** Representative flow cytometry dot plots of splenic MCMV-M38 tetramer^+^ CD8^+^ T cells in the AAV-CD68-shRNA-NC+isotype (upper left), AAV-CD68-shRNA-VCAM1+isotype (upper right), AAV-CD68-shRNA-NC+anti-VLA-4 antibody (bottom left), and AAV-CD68-shRNA-VCAM1+anti-VLA-4 antibody (bottom right)-injected mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of MCMV-M38 tetramer^+^CD8^+^ T cells in each group (*n* = 3-4). **H** Flow cytometry dot plot showing splenic MCMV-M45 tetramer^+^CD8^+^ T cells in the AAV-CD68-shRNA-NC+isotype (upper left), AAV-CD68-shRNA-VCAM1+isotype (upper right), AAV-CD68-shRNA-NC+anti-VLA-4 antibody (bottom left), and AAV-CD68-shRNA-VCAM1+anti-VLA-4 antibody (bottom right)-injected mice. The bar graphs show the frequencies (left) and absolute numbers (right) of MCMV-M45 tetramer^+^CD8^+^ T cells in each group (*n* = 3, 4). The data are presented as the means ± SEMs. Statistical analysis: one-way ANOVA, Fig. 6F–H

Previous studies have indicated that in addition to MMMs, splenic endothelial cells also exhibit high levels of VCAM1 expression [55, 56]. To eliminate VCAM1 expression specifically in macrophages, we used AAV-CD68-shRNA-VCAM1. Furthermore, to determine whether blockade of the VCAM1 receptor VLA-4 recapitulates the effects of VCAM1 blockade and whether simultaneous interference with both molecules produces additive or synergistic outcomes, we administered VLA-4–blocking antibodies to mice receiving either AAV-CD68-shRNA-NC or AAV-CD68-shRNA-VCAM1. Using flow cytometry, we confirmed that, compared with the control, the injection of AAV-CD68-shRNA-VCAM1 reduced the expression of VCAM1 in MMMs (Fig. S7F). Correspondingly, VLA-4 blockade induced robust compensatory upregulation of VCAM1 in MMMs (Fig. S7F). Consistent with anti-VCAM1 antibody treatment, knocking down VCAM1 in MMMs did not affect the proportion or number of MMMs (Fig. S7G). Next, we assessed the consequences of perturbing VCAM1 or VLA-4 on the splenic Langerin^+^ cDC1 compartment. Both knocking down VCAM1 in MMMs and VLA-4 blockade individually resulted in a marked reduction in the frequency and absolute number of Langerin⁺ cDC1s, whereas concurrent disruption of both pathways yielded an even more pronounced loss of this subset (Fig. 6F). Following MCMV infection, the frequency of MCMV-specific tetramer⁺CD8⁺ T cells was reduced in mice in which VCAM1 was downregulated in the MMMs or VLA-4 blockade alone, with the decrease further increasing under combined treatment (Fig. 6G, H, S7, H, I). Taken together, these findings provide evidence that VCAM1–ITGA4/ITGB1 interactions facilitate the formation of a cellular interface between MMMs and Langerin⁺XCR1⁺ cDC1s, thereby supporting their coordinated cross-talk within the splenic microenvironment and promoting effective antiviral CD8⁺ T-cell responses.

## Discussion

CMV infection is an important cause of increased morbidity and mortality among immunocompromised individuals, such as recipients of hematopoietic cell transplants and solid organ transplants; thus, CMV infection remains a compelling but underaddressed medical problem [7, 57]. Our data reveal how B cells mechanistically contribute to the primary MCMV-specific CD8^+^ T-cell response. In particular, we demonstrated that 1) B cells play an important role in maintaining the homeostasis of Langerin^+^XCR1^+^ cDC1s, which are critical for efficient initiation of the antiviral CD8^+^ T-cell response; 2) the regulation of Langerin^+^XCR1^+^ cDC1 homeostasis by B cells depends on their own expression of LTβ to maintain MMMs first, and MMMs in turn regulate the homeostasis of Langerin^+^XCR1^+^ cDC1s through VCAM1–ITGA4/ITGB1 cross-talk.

In addition to producing antibodies, B cells modulate immune responses in a variety of ways, for example, by producing proinflammatory cytokines such as TNFα and IL-6 or anti-inflammatory cytokines, including IL-10, IL-35, and TGF-β [58–61]. These B-cell-derived cytokines modulate the onset and development of autoimmunity in both mice and humans [62–64]. Moreover, Graalmann et al. reported that B cells modulate the CD8^+^ T-cell response to influenza or modified vaccinia Ankara (MVA) infection [65]. Consistent with these reports, we demonstrated that the absence of B cells from birth reduces the magnitude of the primary CD8^+^ T-cell response to MCMV infection, which can be overcome by the adoptive transfer of B cells. Our data also indicate that the decreased MCMV CD8^+^ T-cell response is not due to the antibody-secreting function of B cells. Many studies have reported that B cells can also serve as professional APCs for CD4^+^ T-cell priming [66–68]; however, although B cells can capture virus-like particles similarly to DCs, they cannot efficiently process exogenous virus-like particles for cross-presentation in association with MHC class I [69]. In the present study, we also observed that B cells do not effectively present antigens to naïve CD8^+^ T cells following MCMV infection, strongly suggesting that B cells modulate the MCMV-specific CD8^+^ T-cell response via mechanisms other than direct antigen presentation.

B cells play crucial roles in the formation and maintenance of the splenic architecture, especially in the MZ. The splenic MZ is enriched in APCs, including MMMs and Langerin^+^ cDC1s. The Langerin^+^ subset among cDC1s is particularly important for cDC1 functions such as cross-presentation and CD4^+^ Th1 cell stimulation [14, 30, 42]. Our studies indicated that the abundance of Langerin^+^ cDC1s was significantly reduced in B-cell-deficient mice. Prendergast et al. revealed that Langerin^+^ cDC1s play a pivotal role in the initiation of the CD8^+^ T-cell response against bacteremia [31]. Here, we used Lang-DTR mice to ablate Langerin^+^ cDC1s, and in accordance with previous reports, we demonstrated that Langerin^+^ cDC1s play a critical role in the primary MCMV-specific CD8^+^ T-cell response. Several reports suggest that MMMs can interact with cDC1s to promote antiviral T-cell responses [21, 70, 71]. By immunizing mice with an αCD169-488 antibody, we confirmed that MMMs can transfer antigens to Langerin^+^ cDC1s; more importantly, our data suggest that MMMs are able to transfer antigens to CD103^high^ (Langerin^+^) cDC1s more efficiently than to CD103^-^ (Langerin^-^) cDC1s. Interestingly, a recent study by Mauvais et al. revealed that MMMs process internalized antigens through an efficient vacuolar pathway and contribute to antitumor immunity independently of cDC1s [72]. These studies strongly support that MMMs play an important role in antiviral CD8^+^ T-cell responses, and indeed, when we depleted MMMs by treating CD169-DTR mice with DT, we found that MCMV-specific CD8^+^ T-cell responses were suppressed (data not shown). By characterizing the Langerin^+^ cDC1s of MMM-depleted mice, we further revealed that the presence of MMMs is essential for maintaining Langerin^+^ cDC1 homeostasis. Thus, MMMs represent a direct link between B cells and Langerin^+^ cDC1s, whereby B-cell-expressed LTβ is a key factor in maintaining MMMs within the MZ [47, 73, 74], which is subsequently critical for the regulation of Langerin^+^ cDC1 homeostasis. Through unbiased ligand‒receptor network analysis, we demonstrated that MMMs shape Langerin^+^ cDC1 homeostasis through the VCAM1-ITGA4/ITGB1 axis, but other interactions between MMMs and Langerin^+^ cDC1s remain to be identified. A previous report showed that the loss of B-cell-expressed LTβ also altered the number of marginal zone stromal cells [47], which are essential for MMM development [75]. Our study further revealed that MMMs play an important role in regulating the homeostasis of Langerin^+^ cDC1s. Taken together, our findings, together with those of previous studies, provide a more detailed picture of how B cells regulate the homeostasis of cells in the MZ. Despite these advances, the downstream signaling mechanisms by which LTβ mediates these effects remain incompletely understood. Canonically, the engagement of LTβR by LTα1β2 activates the noncanonical NF-κB pathway through the stabilization of NF-κB–inducing kinase (NIK). Consistent with this model, myeloid-specific deletion of NIK resulted in a marked reduction in both MMMs and Langerin⁺ cDC1s, providing in vivo genetic evidence for the involvement of LTβ–NIK signaling in maintaining the homeostasis of these cell populations (data not shown). However, a comprehensive dissection of the downstream LTβ signaling cascade will require substantial and dedicated efforts in the future.

Consistent with previous reports, our unsupervised visualization of high-dimensional flow cytometry data revealed that the frequency of ESAM^+^ cDC2s was lower in B-cell-deficient mice than in control mice [50, 76]. Moreover, adoptive transfer of B cells into J_H_T mice partially rescued the ESAM^+^ cDC2 subpopulation (data not shown). cDC2s induce the activation of CD4^+^ T cells and their differentiation into Th2, Th17, and T-follicular helper cell subsets [77–80]. Moreover, ESAM^+^ cDC2s, which constitute the major cDC2 subpopulation in the splenic MZ, are implicated in germinal center formation [48, 81]. Therefore, the use of different disease models to explore whether B cells can modulate CD4^+^ T-cell responses through ESAM^+^ cDC2s represents an intriguing avenue for future research, which is currently hampered by the lack of cDC2-specific cell ablation mouse models.

NK cells are well established as critical mediators of early control during MCMV infection. In C57BL/6 mice, Ly49H⁺ NK cells recognize the viral m157 ligand and expand robustly, thereby limiting viral replication [82, 83]. More importantly, the benefits of the NK cell response to the host extend beyond its direct antiviral effects to include the promotion of adaptive immunity [84]. We found that following MCMV infection, B-cell–deficient mice presented a greater frequency of Ly49H⁺ NK cells, but their absolute numbers remained unchanged. Moreover, the capacity of Ly49H⁺ NK cells to produce IFN-γ upon stimulation was comparable to that of control cells (data not shown). These data indicate that B-cell deficiency likely does not lead to impaired NK cell responses. Importantly, the reduced virus-specific CD8⁺ T-cell immunity in B-cell–deficient mice therefore cannot be explained by alterations in NK cell function but rather highlights the distinctiveness of our investigation into how B cells regulate antigen-presenting cell homeostasis and shape the antiviral CD8⁺ T-cell response.

B-cell-depleting therapies, such as anti-CD20 antibodies, are widely used in patients with autoimmune diseases such as multiple sclerosis [85] and systemic lupus erythematosus [86]. However, such treatments have been associated with an increased risk of viral infections [87], including reactivation of latent cytomegalovirus (CMV) [88], and impair viral vaccine-induced CD8⁺ T-cell expansion and activity [65]. Using a murine model, our study demonstrated that B cells play a crucial role in maintaining the homeostasis of splenic marginal zone antigen-presenting cells, particularly MMMs and Langerin^+^ cDC1s, which are essential for initiating robust antiviral CD8⁺ T-cell responses. These insights may help explain how B-cell depletion impairs antiviral immunity in clinical settings and suggest that restoring antigen-presenting cell function could be a strategy to mitigate the risk of viral infections in patients receiving B-cell-targeted immunotherapies. More interestingly, as mentioned earlier, B-cell depletion is one of the most effective treatments for multiple sclerosis (MS), but the reason for the effectiveness of this therapy is not clear. Furthermore, some studies have shown that CD169^+^ macrophages are abundant in MS patients and promote neuroinflammation, suggesting a key role for CD169^+^ macrophages in the pathophysiology of MS [19, 89]. On the basis of our current findings and the fact that one can find clonal expansion of CD8^+^ T cells in the brains of MS patients [90], we suggest that the amelioration of disease observed in MS patients after B-cell depletion may be due to reduced activation of autoreactive CD8^+^ T cells.

In conclusion, our findings shed new light on the role of B cells in antiviral immunity. In addition to contributing to viral clearance through the production of antibodies and cytokines, our findings suggest that B cells critically contribute to the initiation of the virus-specific CD8^+^ T-cell response by regulating other APCs, such as macrophages and cDCs. These mechanistic insights will broaden our understanding of the multifaceted roles of B cells in shaping adaptive immune responses and offer new strategies for the treatment of immune-mediated diseases.

## Materials and Methods

### Mice

All the mice used were on the C57BL/6J background. The following mice have been previously described: J_H_T [91], IgMi [34], OT-I [92], C57BL/6J [93], and CD45.1 [94], and they were bred in our facility (Translational Animal Research Center of the University Medical Center Mainz) under specific pathogen-free (SPF) conditions. For the OT-I adoptive transfer experiments, we crossed OT-I mice with CD45.1^+^ mice to generate CD45.1^+^OT-I mice. CD169-DTR mice were provided by Lang KS. Lang DTR mice were obtained from Probst HC, and LTβ BM cells were provided by Gommerman JL. For all the experiments, adult mice of both sexes were used, and the appropriate littermate mice were used as WT controls. All animal experiments were performed in accordance with the guidelines of the Central Animal Facility institution.

### MCMV infection

Mice were infected via the left hind footpad with 1×10^5^ plaque-forming units (PFU) of cell culture-derived MCMV (strain Smith) or intravenously (i.v.) injected with 2×10^5^ PFU of MCMV-SIINFEKL [38] or i.v. injected with 1×10^6^ PFU of MCMV-EGFP[41]. Viral gene expression in the draining lymph node was quantified by RT‒qPCR specific for m123/IE1 as described previously [95].

### Preparation of single-cell suspensions and cell sorting

The cells used for analysis of the DC population were purified from the spleen. The spleen was cut into grain-sized pieces and shaken for 30 min at 37 °C in 1 ml of Roswell Park Memorial Institute (RPMI) 1640 media supplemented with 200 U/ml collagenase type IV (Worthington Biochemical) and 0.5 U/ml DNaseI (Roche). After being digested, a cell suspension was obtained by passing through a 70 μm cell strainer and washing in PBS with 10 mM EDTA and 2% fetal calf serum (FCS), followed by centrifugation and lysis with ACK lysis buffer. To isolate MMMs, the spleen was cut into small pieces in polypropylene tubes with 0.75 ml of RPMI supplemented with 4 mg/ml lidocaine (Sigma). In addition, 0.25 ml of RPMI containing 4 WU/ml of Liberase TL (Roche) and 2 U/ml of DNaseI (Roche) was added. The samples were then incubated at 37 °C with constant stirring for 15 minutes until digestion. After being digested, the cells were passed through a 70 μm cell strainer and washed once with ice-cold RPMI plus 10% FCS, 20 mM HEPES, 10 mM EDTA, and 50 μM 2-mercaptoethanol, followed by centrifugation and lysis with ACK lysis buffer. To purify the DCs, we used anti-CD11c magnetic-activated cell sorting (MACS) microbeads (Miltenyi Biotec) according to the manufacturer’s protocol. To sort XCR1^+^CD8^+^ cDC1 populations, purified CD11c^+^ cells were stained for CD8a, CD11c, MHCII, XCR1, SIRPα, and viability dye. The ARIA III cell sorter (BD Biosciences) was subsequently used to sort cells on the basis of the strong expression of CD11c and MHCII, as well as the presence of XCR1 and CD8a. After MACS or ARIA III sorting, the cells were reconfirmed to have >95% purity and viability.

### Flow Cytometry

Single cells were suspended in fluorescence-activated cell sorting (FACS) buffer (PBS/2 mM EDTA/2% FCS) and blocked with anti-mouse CD16/32 (BioLegend) for 15 min at 4 °C. After blocking, the cells were incubated with the appropriate surface antibodies at 4 °C in the dark for 20 minutes. MCMV-specific CD8^+^ T cells were stained with M38 or M45 tetramers at 4 °C in the dark for 40 min. Intracellular staining requires staining at 4 °C for 1 hour or overnight after fixation and permeabilization via a FoxP3 staining kit (Invitrogen) according to the manufacturer’s instructions. We used the following antibodies for flow cytometry: anti-B220 (RA3-6B2), anti-CD4 (GK1.5), anti-CD8a (53-6.7), anti-CD11b (M1/70), anti-CD11c (N419), anti-CD19 (6D5), anti-CD21 (7E9), anti-CD40 (3/23), anti-CD44 (IM7), anti-CD45 (30-F11), anti-CD45.1 (A20), anti-CD62L (MEL-14), anti-CD80 (16-10A1), anti-CD103 (2E7), anti-CD106/VCAM1 (429 (MVCAM. A)), anti-CD172/SIRP alpha (P84), anti-ESAM (1G8/ESAM), anti-F4/80 (BM8), anti-FceRIa (MAR-1), anti-IFN-γ (XMG1.2), anti-Ly-6C (HK1.4), anti-MHCII (M5/114.15.2), anti-TCR V alpha 2 (B20.1), anti-TCR Vbeta5.1 5.2 (MR9-4), anti-XCR1 (ZET) (all from Biolegend), and anti-CD64 (X54-5/7.1),anti-CD86 (GL1), anti-CD135 (A2F10.1), anti-Ly-6G (1A8), anti-IgD (11-26c), anti-IgM (II/41) (all from BD Biosciences), and anti-CD169 (SER-4) (Thermo Fisher Scientific), and anti-CD207/Langerin (122D5.03) (Eurobio Scientific) antibodies. Flow cytometry data were acquired via a FACSCanto II (BD Biosciences) or FACS Symphony (BD Biosciences) and analyzed via FlowJo v10 software.

### Immunofluorescence

Whole spleens were cut into 6–8 mm sections with a cryostat. The sections were dried overnight at room temperature and then stored at −80 °C until staining began. Nonspecific staining was blocked with PBS plus 5% normal goat serum and 0.5% Triton-100 for 1 hour at room temperature, after which the sections were stained at 4 °C overnight with the following primary antibodies: rat anti-CD169 (MOMA-1) (BMA BIOMEDICALS), rat anti-B220 (RA3-6B2) (BD Biosciences), rat anti-CD207/Langerin (eBioL31), and chicken anti-GFP (Novus). The next day, the sections were washed and further labeled with the appropriate secondary antibodies (anti-rat IgG CF555 (Sigma Aldrich) or anti-chicken CF488A (Sigma Aldrich)) for 1 h at RT, followed by mounting with Fluoroshield mounting media with DAPI (Sigma-Aldrich). Images were captured via whole-slide scanning with a Zeiss SP8 and analyzed via Fiji software.

### Codetection by indexing (CODEX) staining, imaging, processing, and analysis

Five-micron-thick slices of frozen spleens from control and MCMV-infected mice were prepared and subjected to CODEX staining as described previously [96]. Briefly, the sections were dried for 15 min and fixed for 10 min in ice-cold acetone. The samples were subsequently rehydrated in hydration buffer and photobleached. Afterwards, the sections were blocked and stained with rat anti-human/mouse B220 (RA3-6B2) (BioLegend), rat anti-mouse CD169 (3D6.112) (BioLegend), rat anti-mouse CD207/Langerin (eBioRMUL.2) (Thermo Fisher Scientific), rat anti-mouse CD49d (9C10) (BioLegend), and rabbit anti-GFP (Thermo Fisher Scientific) antibodies overnight at 4 °C. The samples were washed twice with staining buffer, fixed in ice-cold methanol, washed with 1x PBS, and fixed with BS3 fixative for 20 min (Sigma Aldrich, St. Louis, MO, USA). After removal of the fixative, the stained samples were stored at 4 °C before imaging. Then, the coverslips and reporter plate were equilibrated at room temperature for 30 minutes before imaging. A multicycle CODEX experiment was performed following the manufacturer’s instructions (Akoya Biosciences). Images were acquired via a Zeiss Axio Observer widefield fluorescence microscope with a 20x objective (NA 0.85). A z-spacing of 1.5 µm was used for acquisition. The 405, 488, 568, and 647 nm channels were implemented. The raw files were exported via CODEX Instrument Manager (Akoya Biosciences, Marlborough, MA, USA) and processed via CODEX Processor v1.7 (Akoya Biosciences). Images were inspected and analyzed in QuPath. After total cells were selected via the DAPI counterstain, multiple classifiers were established via single stains and used to gate the cells via a strategy similar to that used for flow cytometry.

### DC phagocytosis assay

CD11c^+^ DCs were isolated with CD11c MACS microbeads (Miltenyi Biotec) and diluted in medium to a concentration of 1.5 × 10^6^ cells/ml, and 100 μl of cells were plated in a 96-well round-bottom plate. OVA-AF488 at gradient concentrations diluted with PBS (0 μg/ml, 0.3 μg/ml, 1 μg/ml, 3 μg/ml, 5 μg/ml, and 10 μg/ml) was added to the DCs, which were subsequently incubated for 30 minutes at 37 °C in a cell culture incubator. The plate of an identical assay was kept on ice as a negative control. Excess fluorochrome bound to the cell surface was quenched by adding 0.1% Trypan blue stain and incubating for three minutes at room temperature. Afterwards, the cells were washed three times with PBS and then stained for flow cytometry.

### DC processing assay

CD11c^+^ DCs were isolated with CD11c MACS microbeads (Miltenyi Biotec) and diluted in medium to a concentration of 1.5 × 10^6^ cells/ml, and 100 μl of cells were plated in a 96-well round bottom plate. DQ-OVA was diluted in medium to a concentration of 2 μg/ml or 10 μg/ml. Diluted DQ-OVA was incubated with CD11c^+^ DCs in a 37 °C cell culture incubator according to the following time points: 0 (DQ-OVA was added immediately before centrifugation), 30, 60, 90, and 120 minutes. The plate of an identical assay was kept on ice as a negative control. After incubation, the cells were centrifuged and stained for flow cytometry.

### Cell isolation and coculture experiments

OVA-specific T-cell transgenic (TCR) CD8^+^ T-cell isolation was performed on the spleen and peripheral LNs of OT-I mice via the Mouse CD8a^+^ T-Cell Isolation Kit (Miltenyi Biotec) according to the manufacturer’s instructions. For the cDC1/OVA or SIINFEKL/OT-I coculture experiments, purified 4 × 10^4^ XCR1^+^ cDC1s, CD103^high^ cDC1s or CD103^-^ cDC1s were incubated with OVA or the SIINFEKL peptide for 60 min at 37 °C in a cell culture incubator; subsequently, XCR1^+^ cDC1s, CD103^high^ cDC1s or CD103^-^ cDC1s were extensively washed and cultured with 1 × 10^5^ Trace Violet (Thermo Fisher)-labeled OT-I CD8^+^ T cells. After 3 days, the proliferation of OT-I CD8^+^ T cells was analyzed via flow cytometry. In the MCMV-SIINFEKL-infected cDC1s and OT-I CD8^+^ T-cell coculture experiments, purified XCR1^+^ cDC1s, CD103^high^ cDC1s or CD103^-^ cDC1s from the spleen 18 hours after MCMV-SIINFEKL infection were cultured with trace violet (Thermo Fisher)-labeled OT-I CD8^+^ T cells at different ratios. The dilution of the cell mixture was analyzed by flow cytometry on day 3 of culture. For the MCMV-SIINFEKL-infected B-cell and OT-I CD8^+^ T-cell coculture experiments, B cells were purified 18 hours after MCMV-SIINFEKL infection in WT mice via MACS CD19 microbeads (Miltenyi Biotec) according to the manufacturer’s protocol. Purified B cells were cultured with trace violet (Thermo Fisher)-labeled OT-I CD8^+^ T cells at different ratios. After 3 days, the proliferation of OT-I CD8^+^ T cells was analyzed via flow cytometry.

### J_H_T mouse serum transfer

J_H_T mice were adoptively transferred with mouse serum derived from normal C57BL/6 mice and mouse serum derived from MCMV-infected C57BL/6 J mice 3 weeks after infection. The transfer started three days before infection, followed by one serum transfer on the day of MCMV infection and one serum transfer during the seven days of MCMV infection.

### B-cell transfer experiment

J_H_T mice were intravenously injected with 50×10^6^ MACS-purified B cells from the spleens of C57BL/6 mice (Miltenyi Biotec). One week after transfer, the footpads of the recipients were infected with 2×10^5^ PFU of MCMV. Seven days post-infection, the splenocytes were analyzed for IFN-γ expression after in vitro stimulation with the MCMV peptides.

### OT-I adoptive transfer

Mice were i.v. injected with 5 × 10^6^ cell trace violet (Thermo Fisher)-labeled MACS-purified CD8^+^ T cells from the spleen and peripheral LNs of CD45.1^+^ OT-I mice (Miltenyi Biotec). Recipients were infected by intraperitoneal (i.p.) injection of 2×10^5^ PFU of MCMV-SIINFEKL after 24 hours. Spleens were removed 3 days after infection, and the proliferation of transferred CD45.1^+^ OTI CD8^+^ T cells was analyzed via flow cytometry.

### In vivo Ag transfer assay

The mice were injected intravenously with 1 μg of αCD169-AF488 or clg-AF488 in the presence of 25 μg of poly(I:C) and 25 μg of αCD40. Two hours after the application, the mice were sacrificed, and the spleens were frozen for immunofluorescence analysis or digested for FACS analysis.

### Ex Vivo Ag Presentation Assays

The mice were injected i.v. with 1 μg of αCD169-OVA or clg-OVA plus 25 μg of αCD40 and 25 μg of poly (I:C). Sixteen hours later, purified CD103^high^ cDC1s or CD103^-^ cDC1s from the spleen were cultured with trace violet (Thermo Fisher)-labeled OT-I CD8^+^ T cells at different ratios. The dilution of the cell mixture was analyzed by flow cytometry on day 3 of culture.

### Bone marrow chimeras

To generate mice in which B cells lack LTβ expression, lethally irradiated C57BL/6 J recipients were reconstituted with 80% J_H_T bone marrow plus 20% LTβ^−/−^ bone marrow. Controls were created by reconstituting lethally irradiated C57BL/6 J recipients with 80% J_H_T bone marrow plus 20% WT bone marrow. The recipient mice received antibiotic-containing drinking water starting 10 days before being lethally irradiated, and the treatment was continued for 6 weeks following bone marrow reconstitution. Eight weeks after reconstitution, the mice were infected with MCMV and analyzed.

### VCAM1 blockade

The mice were injected i.v. with 10 mg/kg anti-VCAM1 mAb (clone M/K 2.7) (Bio X Cell) or rat IgG1 isotype control (clone HRPN) (Bio X Cell) every 3 days for 1 week.

### VLA-4 blockade

Animals were treated with i.v. anti-VLA-4 mAb (clone PS/2) (Bio-XCell) or 200 µg isotype control antibody every 3 days for 1 week.

### AAV design and applications

For knockdown of VCAM1 specifically in macrophages, AAV-CD68 was used to deliver short hairpin (sh) RNA against VCAM1 to the target cells. The AAV-CD68-shRNA-VCAM1 and control AAV-CD68-shRNA-NC constructs were produced by PackGene, Switzerland. The AAVs were delivered as high-titer stocks that were ready to use.

### In situ proximity ligation assay

For the in situ proximity ligation assay (PLA), we used the Duolink® In Situ Red Starter Kit Mouse/Rabbit (Sigma‒Aldrich, DUO92101-1KT) according to the manufacturer’s recommendation with the solutions supplied in the kit. Whole spleens were cut into 6 mm sections with a cryostat, fixed with 4% PFA in PBS for 10 min at 37 °C, and permeabilized with 0.2% Triton X-100 for 10 min. Slides were blocked with blocking solution for 1 hour at 37 °C and subsequently incubated with a rabbit polyclonal anti-Itga4 antibody (clone JA09-36) (Thermo Fisher) and a mouse monoclonal anti-Vcam1 antibody (clone 1.4C3) (Thermo Fisher) at 4 °C overnight. After PLA probe incubation, ligation, amplification, and washing, the slides were mounted with Duolink® Mounting Medium containing DAPI and sealed with nail polish. The samples were stored in the dark at 4 °C until imaging. Images were captured via whole-slide scanning with a Zeiss SP8 and analyzed via Fiji software.

### RNA isolation and bulk RNA sequencing

RNA was purified from MCMV-M45 tetramer^+^CD8^+^ T cells with the RNeasy Plus Micro Kit according to the manufacturer’s protocol (Qiagen). The RNA was quantified with a Qubit flex fluorometer (Invitrogen), and the quality was assessed on a Bioanalyzer 2100 (Agilent) via an RNA 6000 Pico chip (Agilent). Samples with an RNA integrity number (RIN) of > 8 were used for cDNA amplification via the Smart-Seq V4 Ultra Low Input RNA Kit (Takara). Libraries were made from 1 ng of full-length cDNA via the Nextera-XT DNA Sample Preparation Kit (Illumina) according to the manufacturer’s instructions. The quantity of the cDNA libraries was assessed with a Qubit flex fluorometer (Invitrogen), and the average library size was determined via Agilent’s 2100 Bioanalyzer HS DNA assay. The quantified libraries were sent to Novogene (Cambridge, UK) and sequenced on a NovaSeq 6000 (Illumina) to generate approximately 30 million PE150 reads for each sample.

### RNA sequencing analysis

The sequence reads were trimmed for adaptor sequences before being analyzed with Qiagen’s CLC Genomics Workbench (v23.0.2 with CLC’s default settings for RNA-Seq analysis). The raw RNA sequencing reads were mapped to the reference genome GRCm38.

### Single-cell RNA sequencing

Splenic CD11c^+^ cells were enriched with CD11c-MACS beads (Miltenyi Biotec), and then the cells were labeled with the Mouse Immune Single-Cell Multiplexing Kit (BD Biosciences). The labeled cells were counted and captured via the BD Rhapsody Single-Cell Analysis System Instrument (BD Biosciences) according to the provided instructions. Subsequently, whole-transcriptome analysis (WTA) library preparation and sample tag library preparation were performed following the BD Rhapsody System mRNA WTA and sample tag library preparation protocol. The quality and quantity of the cDNA libraries were checked via the Agilent Bioanalyzer 2100 (Agilent), and sequencing (150 PE reads aiming for 50,000 raw reads/cell) was performed at Novogene (Cambridge, UK) via the Illumina NovaSeq 6000 (Illumina). The generated raw data were preprocessed according to the Illumina standard protocol, and transcript alignment, counting, and demultiplexing were carried out via the BD Rhapsody WTA analytic pipeline. The output matrices RSEC_MolsPerCell were further read into R (version 4.2.3) separately and converted to Seurat objects via the Seurat R package [97] (version 4.3.0.1). Genes with low expression levels (detected in fewer than 3 cells) and cells that contained fewer than 200 detected genes were excluded from the analysis. Cells that did not meet the threshold of the mean ± 3 times the median absolute deviation of the number of mitochondrial genes, the total number of genes, and the number of transcripts detected per cell for each separate sample were filtered out. The following processing and parameters were subsequently applied: normalization, variable feature search and scaling via the transform, data integration, dimensional reduction via PCA and UMAP embedding (using 30 PCA dimensions), finding neighbors (using 30 PCA dimensions), and cluster search (resolution = 0.7). For each cluster, a main cell type was manually identified on the basis of classical marker gene expression. The cluster identified as cDC1s was subjected to subsetting via the “subset” function. Cell‒cell communication analysis was performed via the CellChat R package. MMMs and Langerin^+^ cDC1s were identified and subset from the mouse dataset via Seurat. Specifically, MMMs were defined as cells with Siglec1 expression > 0.1, whereas Langerin^+^ cDC1s were defined as cells with CD207 expression > 0.1. These subsets were then used to create a CellChat object for downstream analysis on the basis of standardized procedures as previously described [98, 99]. The inherent mouse database encompassing “secreted signaling”, “ECM-receptor” and “cell‒cell contact” types of communication was employed to infer intercellular communication networks on the basis of known ligand‒receptor interactions, facilitating the identification of key signaling pathways and interactions between these cell populations. Cell groups with fewer than 5 cells were filtered out via the filter communication function in CellChat.

### Statistical analysis

The data from all the experiments are presented as the means ± SEMs. Statistical analyses were performed with two-tailed, unpaired Student’s t tests to compare two groups or one-way ANOVA to compare multiple groups. Sample sizes were determined by experimental complexity, but no methods were used to determine the normal distribution of the samples. Statistical analyses were performed via GraphPad Prism (version 9.4.0). A *P* value ≤ 0.05 was considered significant.

## Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary information

## Data Availability

All RNA-sequencing data described in the paper have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession code GSE315617 (bulk RNA-seq) and GSE315452 (scRNA-seq). All other data needed to evaluate the conclusions in the paper are present in the paper or the Supplementary Materials.

# Supplementary material for: B cells maintain the homeostasis of splenic marginal zone antigen-presenting cells to promote the antiviral CD8+ T-cell response
**Source:** Cell Mol Immunol. 2026 Feb 24;23(4):383–99. doi: 10.1038/s41423-026-01392-0
**Supplement:** Supplementary file 8 — Supplementary information

**Supplementary Figure Legends**:

**Fig. S1. B cells are essential for the maintenance of the primary MCMV-specific CD8^+^ T-cell response.**

(**A**) IE1 transcript levels in the popliteal lymph nodes at 2 days post-MCMV infection were measured via qRT‒PCR (n = 4). (**B**) Schematic diagram outlining the program for the reconstitution of J_H_T mice with WT splenic B cells; 1 week after B-cell transfer, the mice were infected with MCMV. (**C**) Frequencies of IFN-γ-producing CD8^+^ T cells in the spleen after stimulation with different dominant MCMV peptides at 7 days post-infection in control, J_H_T, or B-cell-reconstituted J_H_T mice (n = 7). (**D**) Schematic diagram outlining the program for CD19-Cre/iDTR and iDTR mice treated with DTx according to the illustrated schedule; then, the mice were infected with MCMV. (**E**) Frequency of IFN-γ-producing CD8^+^ T cells in the spleen of control or CD19-Cre/iDTR mice 7 days after stimulation with MCMV peptides (n =3-7). (**F**) Representative flow cytometry dot plots of splenic CD8+ T cells from control or J_H_T-treated mice at steady state. The bar graphs show the frequencies (left) and absolute numbers (right) of CD8+ T cells in each group (n = 3). (**G**) Representative flow cytometry dot plots of splenic CD90.2^+^ CD8+ T cells in MCMV-infected control or J_H_T mice. The bar graphs show the frequencies (left) and absolute numbers (right) of CD8+ T cells in each group (n = 5). The data are presented as the means ± SEMs and are representative of two to three independent experiments. Statistical analysis: Student’s t test, Fig. S1A, 1E, 1F, 1G. One-way ANOVA, Fig. S1C.

**Fig. S2.** **Loss of B cells reduces the priming of CD8^+^ T cells after viral infection**

(**A**) Schematic diagram outlining the program for OTI CD8^+^ T-cell transfer experiments. Twenty-four hours after OTI CD8^+^ T-cell transfer, the mice were infected with MCMV-SIINFEKL. (**B**) Flow cytometry histograms of MCMV-EGFP^+^ B cells in the spleens of MCMV-EGFP-infected WT mice and uninfected control WT mice.

**Fig. S3. B cells** **contribute XCR1+CD8+ cDC1s to prime CD8^+^ T cells.**

(**A**) Schematic diagram outlining the program used to coculture OVA-specific transgenic OTI CD8^+^ T cells with cDC1s isolated from MCMV-SIINFEKL-infected control or J_H_T mice. (**B**) Line graph indicating the absolute numbers of proliferating OTI CD8+ T cells cocultured with cDC1s isolated from control or J_H_T mice and pulsed with OVA protein (n = 5). (**C**) Flow cytometry histograms showing the expression of CD40 (upper left), CD80 (upper right), and CD86 (bottom left) in cDC1s from control or J_H_T mice. The bar graphs show the median fluorescence intensity (MFI) of CD40 (upper left), CD80 (upper right), and CD86 (bottom left) in cDC1s from control or J_H_T mice (n = 3). (**D**) Line graph indicating the absolute numbers of proliferating OTI CD8+ T cells cocultured with cDC1s isolated from control or J_H_T mice and pulsed with the SIINFEKL peptide (n = 6). The data are presented as the means ± SEMs and are representative of two to three independent experiments. Statistical analysis: Student’s t test, Fig. S3B- S3D.

**Fig. S4. The homeostasis of splenic Langerin^+^ cDC1s is regulated by B cells.**

(**A**) Flow cytometry dot plots of CD11c^+^MHCII^+^ cDCs in the spleens of control or J_H_T mice. The bar graphs indicate the frequencies (left) and absolute numbers (right) of CD11c^+^MHCII^+^ cDCs (n = 6). (**B**) t-SNE of the expression of selected markers associated with the cDC subgroup in the control (left) and J_H_T (right) cDC populations (n = 3). (**C**) Flow cytometry plot showing splenic ESAM^+^ cDC2 cells in control or J_H_T-treated mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of ESAM^+^ cDC2s (n = 3). (**D**) Representative flow cytometry plots of splenic Langerin^+^ cDC1s in control, J_H_T, or B-cell-reconstituted J_H_T mice. The bar graphs show the frequencies of Langerin^+^ cDC1s (n = 3). (**E**) Flow cytometry plots of DQ-OVA^+^XCR1^+^ cDC1s exposed to DQ-OVA for different durations. Briefly, CD103^high^ cDC1s or CD103^-^ cDC1s isolated from WT mice were incubated with 5 μg/ml DQ-OVA for 0, 30, 60, 90, or 120 minutes at 37°C and 5% CO_2_. The line graph shows the frequencies of DQ-OVA^+^XCR1^+^ cDC1s (n = 8). (**F**) Flow cytometry plot of splenic Langerin^+^ cDC1s in control and Lang-DTR mice after diphtheria toxin treatment. (**G**) Flow cytometry plot of MCMV-M38 (left) or MCMV-M45 (right) tetramer^+^ CD8^+^ T cells in the blood of control or Lang-DTR mice. The bar graphs show the frequencies of MCMV-M38 (left) or MCMV-M45 (right) tetramer^+^CD8^+^ T cells (n = 7). The data are presented as the means ± SEMs and are representative of five (S4A and S4C) or two (S4B, S4D-S4G) independent experiments. Statistical analysis: Student’s t test; Fig. S4A, S4C, S4E, and S4G. One-way ANOVA, Fig. S4D.

**Fig. S5. B cells expressing LTβ maintain MMMs to support the homeostasis of splenic Langerin^+^ cDC1s**

(**A**) Immunofluorescence images of CD169 (Siglec-1) and B220 in the spleens of J_H_T-mixed WT BM chimeric mice and J_H_T-mixed LTβ-deficient BM chimeric mice (scale bar, 100 µm; n = 3). (**B**) Immunofluorescence images of CD169 (Siglec-1) and Langerin in the spleens of WT mice; the data are presented as Pearson’s correlation coefficient (PCC) values (scale bar, 50 µm; n = 3). (**C**) Immunofluorescence images of the spleens of WT mice injected with Ab-Alexa488 and Langerin (scale bar, 100 µm; n = 4). (**D**) Immunofluorescence images of CD169 (Siglec-1) and B220 in the spleens of control and CD169-DTR mice (scale bar, 100 µm; n = 4). (**E**) Flow cytometry contour plot of IgD^-^CD21^+^IgM^+^ MZ B cells in the spleens of control or CD169-DTR mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of MZ B cells (n = 4). (**F**) Flow cytometry dot plots showing MMMs in the spleens of control and Lang-DTR mice. MMMs were identified as live CD45^+^ autofluorescent CD169^+^ cells. The bar graphs indicate the frequencies (top) and absolute numbers (bottom) of MMMs (n = 6). (**G**) Flow cytometry plots of DQ-OVA^+^XCR1^+^ cDC1s exposed to DQ-OVA for different durations. Briefly, cDC1s isolated from control or CD169-DTR mice were incubated with 2 μg/ml DQ-OVA for 0, 30, 60, 90, or 120 minutes at 37°C and 5% CO_2_. The line graph shows the frequencies of DQ-OVA ^+^XCR1^+^ cDC1s (n = 5). (**H**) Proliferation of OVA-specific transgenic OTI CD8^+^ T cells cocultured with cDC1s isolated from control or CD169-DTR mice and pulsed with OVA protein. Line graphs indicate the frequencies of proliferating OTI CD8^+^ T cells (n = 5). The data are presented as the means ± SEMs and are representative of two independent experiments. Statistical analysis: Student’s t test; Fig. S5E- S5H.

**Fig. S6. Single-cell profiling identifies key communication axes between MMMs and Langerin⁺XCR1⁺ cDC1s**

(**A**) UMAP plots of the indicated clusters (left) and violin plots of their feature genes (right). (**B**) UMAP plots showing MMMs and Langerin^+^ cDC1 clusters. (**C**) UMAP plots showing VCAM1 and ITGA4 expression in the indicated clusters.

**Fig. S7. MMMs via VCAM1-ITGA4/ITGB1 cross-talk with Langerin+XCR1+ cDC1s**

(**A**) Representative flow cytometry dot plots of MMMs in the spleens of control IgG- or anti-VCAM1 antibody-treated mice. The bar graphs indicate the frequencies (left) and absolute numbers (right) of MMMs (n = 3). (**B**) Flow cytometry histograms showing the expression of VCAM1 in MMMs from control IgG- or anti-VCAM1 antibody-treated mice. The bar graphs show the median fluorescence intensity (MFI) of VCAM1 in control IgG- or anti-VCAM1 antibody-treated mice (n = 3). (**C)** Representative flow cytometry dot plots of splenic Langerin^+^ cDC1s from control IgG- or anti-VCAM1 antibody-treated mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of Langerin^+^ cDC1s (n = 3). (**D)** Representative flow cytometry dot plots of splenic MCMV-M38 tetramer^+^CD8^+^ T cells in control IgG- or anti-VCAM1 antibody-treated mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of MCMV-M38 tetramer^+^CD8^+^ T cells in each group (n = 5). (**E**) Flow cytometry dot plot showing splenic MCMV-M45 tetramer^+^CD8^+^ T cells in control IgG- or anti-VCAM1 antibody-treated mice. The bar graphs show the frequencies (top) and absolute numbers (bottom) of MCMV-M45 tetramer^+^CD8^+^ T cells in each group (n = 5). (**F**) Flow cytometry histograms showing the expression of VCAM1 in MMMs from AAV-CD68-shRNA-NC+isotype, AAV-CD68-shRNA-VCAM1+isotype, AAV-CD68-shRNA-NC+anti-VLA-4 antibody-, and AAV-CD68-shRNA-VCAM1+anti-VLA-4 antibody-injected mice. The bar graphs show the median fluorescence intensity (MFI) of VCAM1 (n = 4). (**G**) Representative flow cytometry dot plots of MMMs in the spleens of AAV-CD68-shRNA-NC+isotype (upper left), AAV-CD68-shRNA-VCAM1+isotype (upper right), AAV-CD68-shRNA-NC+anti-VLA-4 antibody (bottom left), and AAV-CD68-shRNA-VCAM1+anti-VLA-4 antibody (bottom right)-injected mice. The bar graphs indicate the frequencies (top) and absolute numbers (bottom) of MMMs (n = 4). (**H**) Representative flow cytometry dot plots of MCMV-M38 tetramer^+^CD8^+^ T cells in the blood from AAV-CD68-shRNA-NC+isotype (upper left), AAV-CD68-shRNA-VCAM1+isotype (upper right), AAV-CD68-shRNA-NC+anti-VLA-4 antibody (bottom left), and AAV-CD68-shRNA-VCAM1+anti-VLA-4 antibody (bottom right)-injected mice. The bar graphs show the frequencies of MCMV-M38 tetramer^+^CD8^+^ T cells in each group (n = 3--4). (**I**) Flow cytometry dot plot showing MCMV-M45 tetramer^+^CD8^+^ T cells in the blood of AAV-CD68-shRNA-NC+isotype (upper left), AAV-CD68-shRNA-VCAM1+isotype (upper right), AAV-CD68-shRNA-NC+anti-VLA-4 antibody (bottom left), and AAV-CD68-shRNA-VCAM1+anti-VLA-4 antibody (bottom right)-injected mice. The bar graphs show the frequencies of MCMV-M45 tetramer^+^CD8^+^ T cells in each group (n = 3--4). The data are presented as the means ± SEMs. Statistical analysis: Student’s t test, Fig. S6 A-E. One-way ANOVA, Fig. S4 F-I.

How the deposited data were processed for this re-analysis (not part of the article)

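The data were single-cell transcriptomes of splenic CD11c+ cells of wild-type mice, 2 samples of 1 condition, captured on the BD Rhapsody system in a run whose sample tags also mark other mice, which are not analysed here. Both samples come from the same run, and how many mice each sample holds is not given in the sources used here. The authors made the deposited count tables with the BD Rhapsody WTA Analysis Pipeline on GRCm38 with PhiX and GENCODE vM19, with refined cell calling, intronic reads counted and UMIs corrected by the pipeline's recursive substitution error correction. Each value is a UMI count, without normalization, and all values were checked to be whole numbers. Each table held 27032 genes, and both together held 6393 cells.

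The depth was 46953398 UMIs in replicate 1 and 43137746 in replicate 2. After the filters, which follow the methods (at least 200 genes per cell, genes in at least 3 cells, mean ± 3 median absolute deviations), 5653 cells remained, with a median of 12220 UMIs and 3322.5 genes in replicate 1 and 11435 UMIs and 3232 genes in replicate 2. The paper's text names the deviation of mitochondrial genes, which was read as the percentage of mitochondrial UMIs. No doublets were removed, since the paper's text names no such step. The Scrublet method in scanpy 1.11.5 called 34 cells in replicate 1 and 26 in replicate 2, 0.939% of all cells, and an alternative left them out.

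Normalization, integration and clustering were run with Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, with Matrix 1.6.5, whereas the paper used another version of Seurat. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. Resolution was 0.7 on 30 principal components. Each cluster was named from lists of marker genes of 12 cell classes. A marker counted as raised when at least 10% of the cluster's cells held a UMI and its CPM, plus 10, exceeded that of all other cells by more than 1 on the log2 scale. A cluster took the name of a class with at least 3 raised markers and at least 1 of them among its 10 leading genes, when no other class had more markers among these and none had a larger share of its markers raised. A cluster also stayed unnamed where its median UMIs lay under a set fraction of the sample's and no marker led it. This rule replaced an earlier one after the clusters were seen, because the earlier one left the macrophage-like cluster without a name over its raised erythroid markers. It also leaves unnamed the interferon response cluster of 482 cells. The plan's fallback for a missing macrophage cluster, every cell with Siglec1 above 0.1 and no Cd207, was run as an alternative under the name MMMs from any cluster (118 and 66 cells).

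The marker lists, the tests, the threshold of 0.05, the genes to be named and 22 alternatives were set before the data were examined. Genes to be named were Vcam1, Itga4, Itgb1, Itgb7, Siglec1, Cd207 and the genes of Fig. 6A, further Itgae, Cd80, Cd86, Cd36, Ly75, Clec9a, Il12b, Ltb and Ltbr. In the tests of Langerin+ against Langerin- cDC1s and of MMMs against Siglec1-negative macrophages, the 5 genes with the largest fold change in each direction were eligible to be named as well, among those past the threshold with the same direction in both samples and at least 50 CPM in the higher group. Pairs of the second list that ranked above Vcam1 with Itga4 and Itgb1 were named too.

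UMI sums per sample and cell group were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment over all genes tested), and the standard error is the log2 fold change divided by the square root of the F value. Siglec1 was left out of the tests of MMMs and Cd207 out of those of Langerin+ cDC1s before the fit, since they define the groups. DESeq2 1.42.0 was an alternative. Both groups of a test come from the same samples, so the deviations from the group mean of a sample were compared between groups. Their correlation was 0.0450 between MMMs and Langerin+ cDC1s, 0.127 between Langerin+ and Langerin- cDC1s and 0.0679 between MMMs and Siglec1-negative macrophages, and a fit with the sample as a block was an alternative. Replicates differed beyond sampling noise, with a chi-square per degree of freedom of 2.62 in MMMs and 2.37 in Langerin+ cDC1s. Values without replicate 1 or 2 are the fold change of the remaining sample, with no test, since no residual degrees of freedom remain. CPM are UMIs per 1000000 UMIs of a group.

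Each test was tested on simulated data, drawn for the same genes with the mean levels, library sizes and dispersions of the real sums, with 200 genes changed 4-fold or 2-fold. At 4-fold, 182 of 200 were recovered for MMMs against Langerin+ cDC1s, 170 for Langerin+ against Langerin- cDC1s and 174 for MMMs against Siglec1-negative macrophages. At 2-fold, 116, 128 and 113 of 200 were recovered. The number of false calls lay between 5 and 26.

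Communication scores used the 22 pairs of Fig. 6A and 70 pairs written by hand in advance, because the CellChat database was not used here. Groups needed at least 5 cells. Other alternatives were no filter on low counts, a fit over all named classes, a resolution of 1.2, no filter on deviations, clustering without the pair genes, at least 2 UMIs of the defining gene, Langerin+ cells from any cluster, cells thinned to 1000 UMIs, a 10% trimmed mean, the plain mean, no division by the maximum and the pooled cells. Added after the data were seen were the largest cDC1-like cluster alone, Siglec1-negative macrophages as senders and Langerin- cDC1s as receivers. A list of 6 red pulp genes (Spic, Slc40a1, Hmox1, Fcna, Cd163, Adgre1) and a list of marginal zone genes (Marco, Cd209b) were also written after values were seen. Gene positions were taken from GENCODE M21.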

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

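The comparison of MMMs with Siglec1-negative macrophages and the setting with at least 2 Siglec1 UMIs had been planned, whereas the tests of chance detection, red pulp genes, free RNA and doublets were chosen only after the results were seen. The samples have a single condition, so no biological explanation was tested for any of the patterns here.

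Macrophage-like cells without a Siglec1 UMI, which the paper does not report on, held Vcam1 at a mean of 6076 CPM, far above the 20.7 and 11.1 CPM of T cell-like cells in both samples. With at least 2 Siglec1 UMIs, which left 16 MMMs in replicate 2, the log2 fold change of MMMs over Siglec1-negative macrophages was −0.017 (SE 0.11). This lies within 2 standard errors of 0, so cells with a single Siglec1 UMI do not account for the equal Vcam1. Whether such cells were wrongly drawn into the MMMs cannot be told from Vcam1, which was high in both groups. A further candidate explanation is that Siglec1 is found by chance in some of the cells at a common level. This would give 51.6% of the cells with a UMI in replicate 1, where 37.6% (95% exact interval 32.1 to 43.4) were found, and 43.9% in replicate 2, where 42.9% (34.1 to 52.0) were found. The lower share in replicate 1 can also come from ordinary variation between cells around a common mean, which was not measured, so the explanation stays open in both samples. Both groups may also be macrophages of the red pulp type. The median log2 fold change of the 6 red pulp genes was 0.017 (from −0.12 to 0.10 over the genes, and 0.05 and 0.03 in the samples). The fold change alone does not decide, since the median would also lie near 0 if neither group were of that type. By level, both groups hold such genes. Adgre1 stood at 1077 and 1012 CPM in MMMs and at 1007 and 1038 CPM in Siglec1-negative macrophages. However, 5 of the 6 genes, namely Spic, Slc40a1, Hmox1, Fcna and Adgre1, are markers that named the cluster, and the list was written after the values were seen. The most abundant include Hmox1, with 5290 CPM in MMMs and 5123 CPM in Siglec1-negative macrophages. Of the marginal zone genes, Marco stood at 113 and 52.0 CPM in MMMs and at 87.3 and 39.1 CPM in Siglec1-negative macrophages, and Cd209b had 0 UMIs in MMMs and 0 and 1 UMI in the others. Cd209b encodes SIGN-R1, and the paper names SIGN-R1+ macrophages apart from MMMs, so its near absence does not argue against MMMs. The paper does not name Marco as a gene of MMMs either. Whether cells with a Siglec1 UMI here are MMMs of the marginal zone therefore stays open.

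A migratory DC-like cluster of 67 and 62 cells, led by Il12b, Ccl22 and Ccr7, held Vcam1 at a mean of 110 CPM (126 and 95.2), above T cell-like cells in both samples, and the paper does not report on it. A Vcam1 UMI was found in 64.2% and 58.1% of these cells. Free RNA from macrophages is argued against, since Vcam1 stood at 2.20% and 1.42% of its macrophage level, above the median of the 12 macrophage markers of 0.704% and 0.233%, although Hmox1 (9.61% and 6.11%) and Spic lay above Vcam1. Doublets with macrophages are argued against as well. Over all cells of the cluster, C1qb stood at 0.595% and 0.0847% and Slc40a1 at 0.580% and 0.187% of their macrophage levels, below Vcam1 in both samples, and Scrublet called 0 of the cells. In these cells Itga4 stood at 1148 and 1265 CPM and a Cd207 UMI was found in 17.9% and 16.1%. Expression of Vcam1 in these cells is a hypothesis, found and tested on the same data.

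Vcam1 of MMMs with Itga4 and Itgb1 scored higher with receivers that the paper does not report on than with Langerin+ cDC1s in both samples. The score was 0.342 with NK cell-like cells (0.343 and 0.341) and 0.313 with migratory DC-like cells (0.309 and 0.318). All receivers were scored with the same maximum, that of the MMMs and Langerin+ cDC1s of the sample, so the order does not come from differing denominators. Itga4 in CPM was higher than in Langerin+ cDC1s in these classes, but also in pDC-like and cDC2-like cells, whose scores were lower (0.284 and 0.267). Itgb1 stood at 858 and 763 CPM in NK cell-like and at 551 and 604 CPM in migratory DC-like cells, above the 443 and 384 CPM of Langerin+ cDC1s, and at 293 and 298 CPM in pDC-like and 286 and 293 CPM in cDC2-like cells, below it. No technical explanation was tested beyond this. The class of NK cell-like cells rests on 31 and 37 cells. The score leaves open whether these cells meet MMMs in the tissue.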

How the results depend on the processing

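Over all results and alternatives, 334 values were taken as kept, 55 moved, 46 lost and 3 gained their call at the threshold, and 2 changed sign. Kept values held their direction and their side of the threshold or moved by less than the replicate spread. Counts of genes were taken as kept within a set ratio of the main count. The falls from 5174 to 3548 (DESeq2) and 3992 (at least 2 UMIs) between MMMs and Langerin+ cDC1s are among these. All 22 alternatives set in advance were run, apart from the shares of pDC-like cells without the filter on deviations, where no cluster could be named pDC-like. The largest cDC1-like cluster alone, Siglec1-negative macrophages as senders and Langerin- cDC1s as receivers were chosen after seeing the data. Causes were not tested except where given.

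The fold changes of Vcam1, Itga4 and Itgb7 between MMMs and Langerin+ cDC1s stayed past the threshold in every alternative with a test, and that of Itgb1 passed it in none. The count of genes between these groups lay between 3548 (DESeq2) and 5501 (no filter on low counts).

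With the sample as a block, 140 genes were called between Langerin+ and Langerin- cDC1s in place of 35, and 18 between MMMs and Siglec1-negative macrophages in place of 0 (edgeR, 340 genes with an unadjusted p under 0.05, DESeq2 0). The block also brought Itgb7 past the threshold in Langerin+ against Langerin- cDC1s (−0.43). It changed no other call among the genes followed over the alternatives, which are only part of the genes to be named. Without the filter on low counts, 158 and 22 genes were called, and Itgb7 (−0.47) and Anxa1 (−0.56) passed the threshold in Langerin+ against Langerin- cDC1s. A fit over all named classes called 5 (among them Ccr2, Brip1, Ifi203 and Ms4a6c) and 1 (Apol7c). At resolution 1.2 and with Scrublet calls removed, 1 gene was called between MMMs and Siglec1-negative macrophages (Hbb-bs in both), and without pair genes in the clustering 2 (Hba-a1 and Hbb-bs). Thinning to 1000 UMIs left 2 of the genes of Langerin+ cDC1s (Dnase1l3 and Gm2a), and the largest cDC1-like cluster alone left 3 (Ccr2, Itgae and Gm2a), while all 35 had the same direction there. The genes named in this paragraph, apart from those of the naming rule, were chosen after their values were seen. Thinning leaves fewer UMIs by construction. In the largest cluster the fold changes of Vim, Ms4a6c and Ahnak were also smaller (−0.47, −0.53 and −0.45), and Langerin+ and Langerin- cDC1s take different shares of their cells from it, but the cause was not tested. All 46 lost calls concern genes named in Langerin+ against Langerin- cDC1s.

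The log2 fold change of Vcam1 between MMMs and Siglec1-negative macrophages changed sign to −0.072 without the filter on deviations and to −0.017 with at least 2 UMIs. Its adjusted p lay between 0.953 and 1 over all alternatives (edgeR or DESeq2), and the cause was not tested.

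The score of Vcam1 with Itga4 and Itgb1 was 0.290 with the 10% trimmed mean, 0.287 with the plain mean, 0.941 without division by the maximum, 0.286 with pooled cells, 0.288 without the filter on deviations, 0.289 with at least 2 UMIs, 0.284 for MMMs and 0.278 for Langerin+ cells from any cluster, 0.289 from Siglec1-negative macrophages and 0.283 to Langerin- cDC1s. Its rank stayed at 1 of 44 and 2 of 184 in every setting in which it was ranked. The pairs behind the 44 combinations were printed by the paper from these data, so this rank is no independent test. The division sets the scale of the score by construction.

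Without the filter on deviations, cDC1-like cells made up 17.1% and cDC2-like cells 22.1%, while unnamed clusters held 36.6% of replicate 1 and 34.9% of replicate 2. cDC2-like cells made up 31.0% with Scrublet calls removed and 31.3% without pair genes, and pDC-like cells 2.30% at resolution 1.2. The share of cDC1-like cells with a Cd207 UMI was 10.6% with at least 2 UMIs and 2.39% in thinned cells, and 71 MMMs and 113 Langerin+ cDC1s had at least 2 UMIs, which follows from asking for more UMIs or leaving fewer.

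With either sample left out, Vcam1 lay between 7.83 and 8.47, Itga4 between 2.30 and 2.34, Itgb1 between −0.10 and −0.00197 and Itgb7 between 4.00 and 5.95 (MMMs and Langerin+ cDC1s). Itga4 lay between 0.061 and 0.12 for Langerin+ over Langerin- cDC1s, and Vcam1 between 0.01 and 0.08 for MMMs over Siglec1-negative macrophages. The score lay between 0.290 and 0.292. Shares lay between 17.9% and 20.4% (cDC1-like), 27.3% and 29.7% (cDC2-like), 7.27% and 8.77% (pDC-like), 4.62% and 10.2% (macrophage-like), and 16.9% and 20.7% (cDC1-like cells with Cd207). Without replicate 1, the called values of H2-Aa and Apoe in Langerin+ over Langerin- cDC1s fell from 0.19 to 0.12 and from 1.09 to 0.65.

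With 1 or few UMIs of Siglec1 or Cd207 per cell, cells without a UMI can include cells that express the gene. A lack of difference to them is therefore weak evidence. For Cd207, chance detection at a common level would give a UMI in 32.2% and 46.0% of the cDC1-like cells. The shares found were 16.9% and 20.7%, but ordinary variation between cells can also lower them and was not measured.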

Differences from the paper's values

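The paper places VCAM1 with ITGA4 and ITGB1 at the top of the ligand–receptor pairs between MMMs and Langerin+ cDC1s (Fig. 6A, B). Among the pairs of Fig. 6A, it ranked 1 of 44 here in both samples and under every alternative in which pairs were ranked, with a score of 0.291. With the second list of pairs, written by hand, it ranked 2 of 184, since App with Cd74 scored 0.336. The Fig. 6A pairs were taken from the paper's own result on these data, so the first rank among them is no independent test. The paper's CellChat database was not used here, so the full set of pairs behind the paper's ranking was not ranked.

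The paper names monocytes among the classes of CD11c+ cells (Fig. S6A). No cluster was named monocyte-like here. Without the filter on deviations, an alternative set before the data were examined, a cluster of 35 cells was, with 0.453% of replicate 1 and 0.648% of replicate 2. In that alternative, however, no cluster was named pDC-like. In the main setting, the other classes that the paper names were found.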

Other observations

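The values here were looked at only after the main results were seen, and no explanation for them was tested, as the design gives no condition to test one against.

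Cells with at least 10 Siglec1 UMIs, a limit set after seeing the data, numbered 5 over both samples, and the filter on deviations removed 4 of them, all 4 above the limit on UMIs. The cell that was kept, with 34 Siglec1 UMIs, lay outside the macrophage-like cluster, so none of the 5 is in the group called MMMs here, whose cells held at most 8 Siglec1 UMIs in replicate 1 and 4 in replicate 2. The values of that group are therefore those of macrophage-like cells with few Siglec1 UMIs. The cells with 21, 12 and 11 Siglec1 UMIs held Vcam1 at 5035, 3783 and 5883 CPM. Without the filter, they lay in the macrophage-like cluster. The highest pair held 48 and 34 Siglec1 UMIs, of 45123 and 30666 UMIs in all, and Vcam1 at 1086 and 293 CPM. Adgre1 had 0 UMIs in both cells of this pair, and Slc40a1 had 27 and 13. The cells with 21, 12 and 11 Siglec1 UMIs held 53, 70 and 62 Adgre1 UMIs and 431, 370 and 501 Slc40a1 UMIs. Without the filter, both cells of the highest pair lay in a cluster of 11 and 16 cells with Pla2g2d at 6053 and 4276 CPM. In that cluster, Vcam1 stood at 1408 and 998 CPM, against 5631 and 6245 CPM in the macrophage-like cluster of the same setting. Siglec1 was found in 2 and 1 of its cells, at 222 and 11.7 CPM, against 42.4 and 40.2 CPM in the macrophage-like cluster.

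Haemoglobin genes made up 4 of the 18 genes called between MMMs and Siglec1-negative macrophages with the sample as a block, namely Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, which were chosen after their values were seen. UMIs of these paralogs cannot be assigned with certainty.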
